# Detection of phase-dependent transcriptomic changes and Rubisco-mediated CO_2_ fixation into poly (3-hydroxybutyrate) under heterotrophic condition in *Ralstonia eutropha* H16 based on RNA-seq and gene deletion analyses

**DOI:** 10.1186/1471-2180-13-169

**Published:** 2013-07-23

**Authors:** Rie Shimizu, Kenta Chou, Izumi Orita, Yutaka Suzuki, Satoshi Nakamura, Toshiaki Fukui

**Keywords:** RNA-seq, *Ralstonia eutropha*, Polyhydroxyalkanoates, CO_2_ fixation, Cavin-benson-bassham cycle, Rubisco

## Abstract

**Background:**

*Ralstonia eutropha* H16 is well known to produce polyhydroxyalkanoates (PHAs), which are potential bio-based biodegradable plastics, in an efficient manner as an energy storage material under unbalanced growth conditions. To obtain further knowledge of PHA biosynthesis, this study performed a quantitative transcriptome analysis based on deep sequencing of the complementary DNA generated from the RNA (RNA-seq) of *R. eutropha* H16.

**Results:**

Total RNAs were extracted from *R. eutropha* cells in growth, PHA production, and stationary phases on fructose. rRNAs in the preparation were removed by repeated treatments with magnetic beads specific to bacterial rRNAs, and then the 36 bp sequences were determined using an Illumina high-throughput sequencer. The RNA-seq results indicated the induction of gene expression for transcription, translation, cell division, peptidoglycan biosynthesis, pilus and flagella assembly, energy conservation, and fatty acid biosynthesis in the growth phase; and the repression trends of genes involved in central metabolisms in the PHA production phase. Interestingly, the transcription of genes for Calvin-Benson-Bassham (CBB) cycle and several genes for β-oxidation were significantly induced in the PHA production phase even when the cells were grown on fructose. Moreover, incorporation of ^13^C was observed in poly(3-hydroxybutyrate) synthesized by *R. eutropha* H16 from fructose in the presence of NaH^13^CO_3_, and further gene deletion analyses revealed that both of the two ribulose 1,5-bisphosphate carboxylase (Rubiscos) in CBB cycle were actually functional in CO_2_ fixation under the heterotrophic condition.

**Conclusions:**

The results revealed the phase-dependent transcriptomic changes and a CO_2_ fixation capability under heterotrophic conditions by PHA-producing *R. eutropha*.

## Background

*Ralstonia eutropha* H16, a Gram-negative facultative chemolithoautotrophic bacterium, can utilize various organic compounds such as sugars, organic acids, fatty acids, and plant oils in the heterotrophic growth mode, while in the absence of organic substrates, it thrives autotrophically on H_2_ and CO_2_ as the energy and carbon sources, respectively, where CO_2_ is fixed by Calvin-Benson-Bassham (CBB) cycle [1]. This strain has been also known to accumulate poly(3-hydroxybutylate) [P(3HB)] as a storage compound under unbalanced growth conditions, if a carbon source is available in excess while another essential element (N, O, P, S, or metals) is growth limiting at the same time. It has been estimated that P(3HB) accumulation has a role in survival under the stress conditions.

Bacterial P(3HB) has attracted industrial attention because it is a biodegradable thermoplastic that can be produced from renewable carbon sources; thus it is a possible alternative to petroleum-based polymer materials. A number of studies have focused on P(3HB) biosynthesis by *R. eutropha* H16, particularly regarding the biosynthetic pathways and enzymes, as well as the biogenesis, structure, and mobilization of intracellular P(3HB) granule [2-7]. In this strain, P(3HB) is synthesized from the central intermediate acetyl-CoA through three step reactions catalyzed by β-ketothiolase (PhaA), NADPH-dependent acetoacetyl-CoA reductase (PhaB1), and PHA synthase (PhaC1), the genes of which are clustered in *phaC1-A-B1*. The intracellular P(3HB) exists as granules coated with a layer of phospholipids and several proteins, *i. e.* PhaC1, P(3HB) depolymerases (PhaZs) and phasins (PhaPs). The *phaC1-A-B1* operon or the respective genes from *R. eutropha* H16 have been used to confer the capability for P(3HB) biosynthesis to non-PHA-producing bacteria such as *Escherichia coli*, as well as higher plants [8]. This strain has also been used as a host for metabolic engineering with the aim of biosynthesizing PHA copolyesters with more flexible properties compared with the brittle and hard P(3HB) homopolymer [9-15].

The complete genome analysis of *R. eutropha* H16 was reported in 2006 [16]. The genome consists of three circular replicons; chromosome 1 (4.05 Mbp), chromosome 2 (2.91 Mbp), and megaplasmid pHG1 (0.45 Mbp); and the genes for essential metabolisms and cellular functions are located on chromosome 1. The genome information has facilitated the genome-wide transcriptome analysis of this strain. Hitherto, transcriptome analyses of *R. eutropha* were performed using a DNA microarray technique. Peplinski *et al*. reported a comparison of the transcriptomes of wild-type strain H16 and the two PHA-negative strains in different growth phases based on competitive hybridization [17]. They observed significant differences in the transcription levels of a large number of genes in these strains, including genes involved in lipid metabolisms. However, the comparison of transcriptomes in the exponential growth and P(3HB) biosynthesis phases of *R. eutropha* was unclear. Brigham *et al*. carried out a transcriptomic comparison of *R. eutropha* H16 cells grown in fructose- and trioleate-containing media, and identified two gene clusters responsible for β-oxidation [18].

Hybridization-based DNA microarray methods have mainly been used for global transcriptome analysis; however, these methods exhibit a relatively low dynamic range for detecting transcription because of two reasons. One is a high level of noise caused by cross-hybridization, and the other is saturation and poor sensitivity at very high and low transcriptional levels, respectively [19]. Recently, the direct sequencing of complementary DNA generated from RNA (RNA-seq) based on high-throughput DNA sequencing technology was often used to study RNA population within the cells [20]. Many studies have demonstrated that RNA-seq has several advantages over the previous microarray methods used for transcriptional analysis, including a larger dynamic range, lower background noise, and greater sensitivity [21]. In addition, this technique enables comparison of the transcription levels of different genes in the same sample. Although RNA-seq was initially difficult to apply to bacterial cells without poly-A tails in their mRNA, enrichment of the mRNA by rRNA pulldown and great improvement in the sequencing depth of the recent sequencer can overcome this problem [21].

In this study, we applied RNA-seq to profile and quantify the transcription levels of *R. eutropha* H16 genes in the growth, PHA biosynthesis, and stationary phases on fructose. We successfully detected a number of interesting transcriptomic changes that depended on the cellular phases. Recently, Brigham *et al*. carried out a microarray analysis of this strain in different phases, and identified the regulation of PHA biosynthesis by a stringent response [22]. Several of our results were consistent with those based on the microarray analysis as described below, and one of the interesting results was a significant induction of CBB cycle in the PHA production phase on fructose. Thus, we investigated the possibility of CO_2_ fixation during P(3HB) biosynthesis by *R. eutropha* H16 under heterotrophic conditions, and demonstrated that both of the two ribulose 1,5-bisphosphate carboxylase (Rubisco) in the transcriptionally activated CBB cycle actually played a role in incorporation of ^13^C into P(3HB) synthesized from fructose in the presence of NaH^13^CO_3_.

## Result and discussion

### Cultivation, sample preparation, and RNA sequencing

*R. eutropha* H16 was cultivated in a mineral salt medium containing 0.2% (w/v) NH_4_Cl to separate the PHA production phase from the growth phase precisely. As shown in Figure 1(A), the cells grew initially without PHA biosynthesis and started to accumulate P(3HB) after 18 h of cultivation. P(3HB) was produced up to 42 wt% of dry cell mass during 26–36 h with a nearly constant residual cell mass, and then reached to stationary. Total RNA was isolated from cells in the growth phase at 16 h (referred to as F16), PHA production phase at 26 h (F26), and stationary phase at 36 h (F36) [Figure 1(A)]. When octanoate was supplied as a non-sugar growth substrate, the cell growth and PHA biosynthesis initially occurred simultaneously and further PHA production was observed after the saturation of cell growth [Figure 1(B)]. Therefore, the total RNA was isolated from cells in the PHA production phase not associated with cell growth at 26 h (O26), 2 h after the third stepwise addition of octanoate.

**Figure 1:**
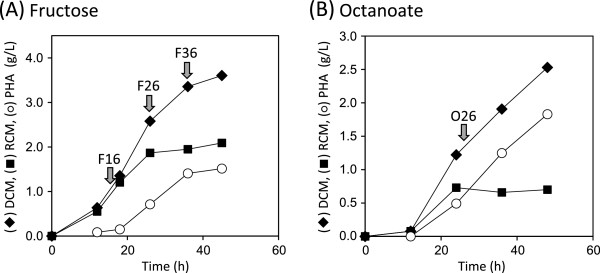
**Growth and PHB biosynthesis properties of *R. eutropha *H16.** The cells were cultivated in a mineral salts medium containing 0.2% NH_4_Cl and 2.0% (w/v) fructose **(A)** or 0.1% x5 (w/v) sodium octanoate **(B)**. Allows indicate the time point at which samples were withdrawn. F16, exponential growth phase on fructose; F26, PHA production phase on fructose; F36, stationary phase on fructose; O26, PHA production phase on octanoate. DCM, dry cell mass; RCM, residual cell mass. (This figure is the same as that in Ref. [23]).

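The transcriptomes analysed here came from *R. eutropha* H16 cultivated on fructose and harvested after 16 h in the growth phase (F16), after 26 h in the PHA production phase (F26), and after 36 h in the stationary phase (F36). The paper gives the fructose concentration as 2.0%, whereas the sample labels give 0.5%. Each phase was represented by 1 sample, so that none of the 3 phases had a biological replicate. The authors mapped short single-end reads with BWA to chromosome 1, chromosome 2, and megaplasmid pHG1, discarded alignments with a mismatch or within the rRNA regions, and counted a read with several hits as the reciprocal of the number of its loci. They then calculated RPKM for each coding sequence, which divides the reads of a gene by its length and by the size of the library. The authors deposited a single RPKM value per gene and phase, rounded to whole numbers, and a single P value per gene from their ANOVA over the 2 technical runs of each sample. The files listed 5553 genes, of which 3256 were on chromosome 1 (locus tags H16_A), 1924 on chromosome 2 (H16_B), and 373 on pHG1 (PHG). The read counts, the gene lengths, and the separate technical runs were not in the files analysed here, so that the depth behind a single value is unknown; the reads obtained per run are given in Table 1 of the paper. The RPKM values summed to 9141693 in F16, 6740349 in F26, and 5398341 in F36, with medians of 299 in F16 and 310 in F26. Expression ratios were calculated as plain ratios of RPKM between phases. Genes changed at least 2-fold were counted after adding a pseudocount of 1 to RPKM, which understates the change of weakly expressed genes. For a gene cluster, the median log2 ratio (pseudocount of 1) was ranked among all windows of as many consecutive listed genes on the same replicon, a rank of 1 being the largest change in that direction. The windows included those that overlap the cluster. Many clusters were named by the paper for their levels in these same samples, so that the ranks are descriptive and not a test. No ratio between phases has a replicate check, because technical runs measure the error of sequencing and not the difference between cultures. The choice of normalization also affected the ratios, since the sum of RPKM in F16 was 1.289 times the mean of the 3 sums and that in F36 was 0.761 times, whereas size factors from the median of ratios were 0.9776, 0.9332, and 1.034 for F16, F26, and F36.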

The rRNA in the total RNA was removed repeatedly, and the enriched mRNA was subjected to RNA-seq with two technical replicates. The numbers of mapped reads (36 bp) with no mismatches reached about 26–43 million reads per run (Table 1). Despite the removal of rRNA twice, 72–89% of the reads still mapped to rRNA regions, which indicated that the mRNA enrichment procedure required further optimization. The reads that mapped onto *rrn* operons (consisting of *rrs*, tRNA-Ile, tRNA-Ala, *rrl*, and *rrf*) were discarded from the set of reads, and the remaining reads were used as the total reads. We obtained 3–10 million reads other than *rrn* operons that mapped onto the *R. eutropha* genome, which were considered to be sufficient for transcriptome analysis of the small bacterial genome. The genes with significant changes in expression were used in the subsequent analysis (*P* < 0.05), *i. e.* 5,553 genes out of a total 6,635 genes. 

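The files listed 5553 genes with the P value of the authors' ANOVA, which is 83.69% of the 6635 genes, and the remaining 1082 genes were not in the files analysed here. The median of the authors' P values was 4.40e-04, and 4725 genes had an ANOVA P value of the authors under 0.01 and 3294 under 0.001. With the authors' P values adjusted by the Benjamini-Hochberg method over all 6635 genes, 5469 genes remained under 0.05, and 914 remained after the Bonferroni adjustment. At the unadjusted threshold of the paper, 331.8 of 6635 genes would be expected to pass if no gene differed between the samples tested. These P values compare samples against the error between technical runs. Over F16, F26, and F36, the highest RPKM was less than 1.5 times the lowest in 392 of the listed genes and less than 2 times in 1249. The paper does not state whether O26 was part of the ANOVA. Such genes may therefore have passed by a small change between these phases or by a difference in O26. Expression was weak in all 3 phases, with RPKM under 250, in 1403 of the listed genes, while 4150 genes reached 250 in at least 1 phase.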

Of the statistically non-significant genes, over 90% of the genes were silent or had weak expression with reads per kilobase per million mapped reads (RPKM) values of <250 in all of the samples examined.

**Table 1:** Summary of RNA-sequencing

**Sample**	**Run**	**F16**	**F26**	**F36**	**O26**
C-source, cultivation time		Fructose, 16 h	Fructose, 26 h	Fructose, 36 h	Octanoate, 26 h
Cellular phase		Growth	PHA production	Stationary	PHA production
Number of reads	1	38,214,032	39,930,488	33,340,159	26,442,674
	2	41,400,577	40,262,640	28,544,022	40,339,722
Reads on rRNA regions^a^	1	27,521,315	34,573,643	27,787,869	23,463,979
	2	30,737,637	34,721,392	23,478,331	35,483,825
Reads on CDSs other than rRNA regions^a^ (Total reads)	1	10,692,717	5,356,845	5,552,290	2,978,695
	2	10,662,940	5,541,248	5,065,691	4,855,897

^a^H16_A1659-A1661 (*rrsA-rrlA-rrfA*), H16_A3306-A3302 (*rrsB*-tRNA[Ile]-tRNA[Ala]-*rrlB*-*rrfB*), and H16_A3513-A3509 (*rrsC*-tRNA[Ile]-tRNA[Ala]-*rrlC*-*rrfC*) on chromosome 1, and H16_B0151-B0155 (*rrsD*-tRNA[Ile]-tRNA[Ala]-*rrlD*-*rrfD*) and H16_B0769-B0773 (*rrsE*-tRNA[Ile]-tRNA[Ala]-*rrlE*-*rrfE*) on chromosome 2.

### Overview of *R. eutropha* transcriptomes

Clustering of the four transcriptomes (F16, F26, F36, and O26) based on the calculated RPKM values detected global changes in the transcription levels of a number of genes, which depended on the cellular phases (Figure 2). 

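Among the 5553 listed genes, RPKM + 1 was at least 2-fold higher in F26 than in F16 for 1400 genes and at least 2-fold lower for 1488 genes, together 52.01% of the genes. Between F26 and F36, 1242 genes increased and 1109 decreased by this measure, and between F16 and F36, 1525 increased and 1419 decreased. In all, 4285 genes changed at least 2-fold between at least 1 pair of phases. The median absolute fold change was 2.064 for F26/F16, 1.795 for F36/F26, and 2.107 for F36/F16. The highest of the 3 values was in F16 for 2054 genes, in F26 for 1562, and in F36 for 1937. Pearson's r of RPKM across genes was 0.5322 between F16 and F26, 0.4954 between F26 and F36, and 0.3006 between F16 and F36. These 3 coefficients describe single libraries, and genes are not independent replicates. On the log2(RPKM + 1) scale, the coefficients rose to 0.7053, 0.7671, and 0.648, so that the nearest pair became F26 and F36. Chromosome 1 held 83.11% of the summed RPKM in F16, 68.99% in F26, and 65.61% in F36, whereas the share of chromosome 2 was 11.12%, 20.87%, and 24.95%. The octanoate sample O26 was not in the files analysed here. The paper clustered the transcriptomes together with O26 and concludes from the heatmaps that transcription changed globally with the cellular phase.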

However, the clustering analysis indicated the strong resemblance of the O26 transcriptome to that of F36. In particular, there are almost no significant differences between F36 and O26 in terms of the expression levels of genes encoding β-oxidation enzymes, including the two gene clusters previously identified by Brigham *et al*. [18]. These facts implied that the transcriptional changes related to fatty acid metabolism had already fulfilled 2 h after the stepwise addition of octanoate at 24 h. Thus, the O26 transcriptome was not examined in detail in the present study. Further optimization of the time point for RNA isolation should be considered to obtain the transcriptomes of *R. eutropha* grown on fatty acids. The medium-chain-length (mcl)-(*R*)-3-hydroxyacyl-CoA molecules are provided through β-oxidation in several PHA-producing bacteria, including *R. eutropha*[9,11-14,24], therefore, the transcriptomic changes that depended on the chain length of fatty acids would be valuable information.

**Figure 2:**
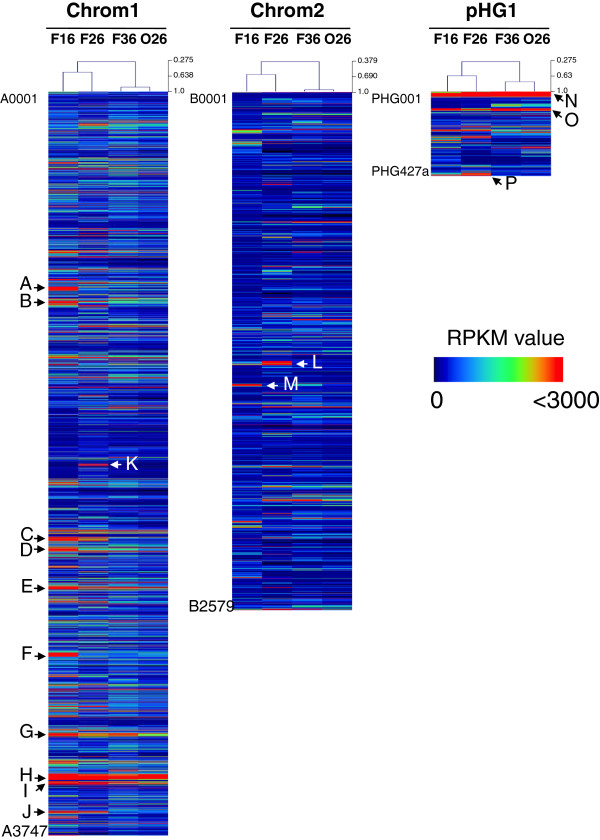
**Heatmaps of transcriptomes in *R. eutropha *H16 in different phases.** The expression pattern is shown by the color scale based on RPKM value of each gene on chromosome 1 (left), chromosome 2 (center), and pHG1 (right), except for rRNA- and tRNA-coding genes and non-significant genes in expression (P > 0.05). The arrows A-P indicate highly expressed clusters.

Table 2 summarizes highly expressed gene clusters during cultivation on fructose (indicated by arrows in Figure 2). 

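The clusters A-P in Table 2 comprised from 7 to 28 genes, and their median RPKM was compared between phases (no replicates). Of the clusters that Table 2 assigns to the growth phase, cluster A had a median of 4693.5 in F16, 783 in F26, and 676.5 in F36, and cluster F had 4245 in F16 and 607 in F36. Cluster C had medians of 6464 in F16, 2594 in F26, and 575 in F36, and cluster D had 4483, 1741, and 1486. Cluster B, of which 16 of 17 genes were listed, had 5948.5 in F16 and 1117 in F36. The median F26/F16 ratios of clusters A, B, C, D, and F were 0.1698, 0.1657, 0.2938, 0.3785, and 0.1689, and the F36/F16 ratios were 0.07622, 0.1691, 0.07632, 0.354, and 0.137. Cluster G had medians of 3687, 2645, and 3750, and its genes were highest in F16 for 7 genes, in F26 for 3, and in F36 for 5. Cluster M, with the fructose transporter genes, had 3871 in F16, 123 in F26, and 1194 in F36. Cluster O, with the soluble hydrogenase genes, had 6880, 2458, and 6294, and is assigned to the growth and stationary phases. Clusters K, L, and P had their highest medians in F26, with 5144, 6305, and 4713. Among windows of as many genes on chromosome 1, the decrease of cluster A in F26/F16 ranked 38 of 3239. For cluster C, the share of windows with as large a decrease was 0.04753 on chromosome 1 and 0.0614 on all replicons. The clusters were marked for their levels in these same samples, so that such ranks and shares describe a change and do not test it. The paper marks these clusters by arrows in Figure 2, and lists in Table 2 the phases in which each was highly transcribed.

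**Figure D1:**
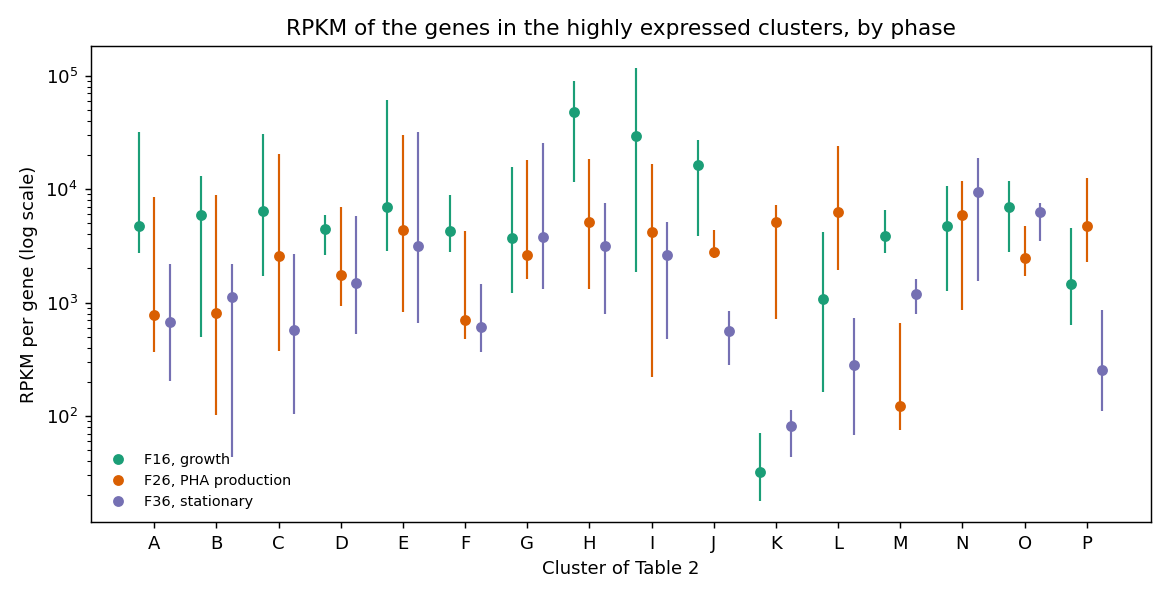
RPKM of the genes in clusters A to P of Table 2 (horizontal axis) on a log scale (vertical axis) in F16, F26, and F36, with a point at the median over the genes of a cluster and a line from the lowest to the highest gene. The median of cluster H is the highest in F16 at 47400, and that of cluster K rises from 32 in F16 to 5144 in F26 and returns to 82 in F36.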

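The 28 genes of H16_A3457-A3484 (cluster H) had a median RPKM of 47400 in F16, 5094 in F26, and 3127 in F36 (no replicates). All 28 were highest in F16, where 26 of them exceeded 20,000, and none did in F26 or F36. Despite the decrease, the level of the cluster still ranked 12 of 3229 windows of 28 genes on chromosome 1 in F26 and 8 in F36. For H16_A3490-A3505 (cluster I), 15 of 16 genes were listed, with medians of 29400 in F16 and 4158 in F26, and 10 of them exceeded 20,000 in F16. The 23 genes of PHG001-PHG023 (cluster N) changed the other way, with medians of 4737, 5916, and 9344, and 22 of them were highest in F36. Quantile normalization moved these ratios most, from 0.1006 to 0.1583 for F26/F16 of cluster H, from 0.1379 to 0.2281 for cluster I, and from 1.489 to 2.544 for F36/F26 of cluster N. The paper regards these levels as high in every phase, and assigns the clusters to all of them in Table 2.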

Gene clusters that encoded a number of ribosomal proteins and RNA polymerase subunits (H16_A3457-A3484 and H16_A3490-A3505), and membrane-bound hydrogenase subunits along with the accessory proteins (PHG001-PHG023) were highly expressed throughout cultivation. In the growth phase (F16), the expression of gene clusters related to pilus assembly proteins (H16_A0981-A0987), cell-division and peptidoglycan biosynthesis (H16_A3268-A3282), fatty acid biosynthesis (H16_A2560-A2572), ATP synthase subunits (H16_A3636-A3643), and NADH dehydrogenase subunits (H16_A1050-A1063) were high, which are consistent with their importance of cell assembly and energy conservation for cell growth. 

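The 7 genes of H16_A0981-A0987 for pilus assembly had a median RPKM of 4390 in F16, 566 in F26, and 240 in F36, and each gene was at least 6.226-fold higher in F16 than in F26. The 14 genes of H16_A1050-A1063 for NADH dehydrogenase had medians of 5948.5, 704.5, and 1043, with a median F16/F26 ratio of 6.358. For the 8 ATP synthase genes H16_A3636-A3643, the medians were 16342, 2799, and 562.5, and all of them were highest in F16. The 13 genes of H16_A2560-A2572 had medians of 6948, 4341, and 3140, of which 10 were highest in F16, and those of H16_A3268-A3282 had 3687, 2645, and 3750, with 7 of 15 highest in F16. As each phase was a single library, none of these decreases can be compared with a spread between cultures. Among windows of as many consecutive genes on chromosome 1, the change in F26/F16 ranked 37 of 3250 for the pilus genes, 51 of 3243 for NADH dehydrogenase, 108 of 3249 for ATP synthase, 505 of 3244 for H16_A2560-A2572, and 1304 of 3242 for H16_A3268-A3282. Quantile normalization had the largest effect on H16_A2560-A2572, raising its F26/F16 ratio from 0.4637 to 0.6825. The paper relates the high levels in F16 to the roles of these gene products in cell assembly and energy conservation.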

Interestingly, significant transcriptional induction in the PHA production phase (F26) was observed for the gene clusters H16_A1949-A1957, H16_B1380-B1395 and PHG416-PHG427, of which the latter two clusters contained *cbb* operons that encode CBB cycle enzymes involved in CO_2_ fixation (see below).

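All 9 genes of H16_A1949-A1957 were highest in F26, with a median RPKM of 32 in F16, 5144 in F26, and 82 in F36 (no replicates). Their F26/F16 ratios ranged from 11.27 for H16_A1952 to 294.2 for H16_A1954, with a median of 183.7, and the cluster ranked 2 of 3248 windows on chromosome 1. In F16 all 9 genes had RPKM under 250, where whole-number rounding and possibly few reads could make a ratio imprecise, although the depth is unknown. The geometric mean in place of the median gave a ratio of 121.3. The 16 genes of H16_B1380-B1395 had medians of 1073, 6305, and 283, and ratios from 1.953 to 33.23 with a median of 4.999 (rank 28 of 1909 windows on chromosome 2). The highest of them were H16_B1381 and H16_B1380, just outside the *cbb*_*c*_ operon, with ratios of 33.23 and 27.62. The 12 genes of PHG416-PHG427 had medians of 1454, 4713, and 254, and ratios from 1.489 to 8.598 with a median of 2.772 (rank 34 of 362 windows on pHG1). The paper concludes from Figure 2 that these clusters were induced in the PHA production phase, and singles out the *cbb* operons because of their role in CO_2_ fixation.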

**Table 2:** **Highly transcribed clusters in *R. eutropha *H16 during cultivation on fructose**

**Clusters**^**a**^	**Gene IDs**	**Representative products or functions**	**Highly transcribed phase(s)**
A	H16_A0976-A0993	Pilus assembly proteins	Growth
B	H16_A1047-A1063	NADH dehydrogenase subunits, triosephosphate isomerase TpiA	Growth
C	H16_A2305-A2321	Translation initiation factor InfB, transcription elongation factor NusA, cytchrome c oxisdase subunits	Growth
D	H16_A2359-A2369	RNA-binding protein Hfq, GTP-binding protein EngA, histidyl-tRNA synthetase, nucleoside diphosphate kinase	Growth
E	H16_A2560-A2572	Sigma factor RpoE, sigma E-negative regulatory proteins, fatty acid biosynthesis	Growth
F	H16_A2889-A2905	Cell wall biogenesis	Growth
G	H16_A3268-A3282	Cell division proteins, peptidoglycan biosynthesis	Growth
H	H16_A3457-A3484	Ribosomal proteins, RNA polymerase subunit α, translation initiation factor InfA	Growth, PHA production, Stationary
I	H16_A3490-A3505	Ribosomal proteins, elongation factors, RNA polymerase subunits ββ’, transcription antiterminator NusG	Growth, PHA production, Stationary
J	H16_A3636-A3643	F_0_F_1_ ATP synthase subunits	Growth
K	H16_A1949-A1957	Metylmalonyl-CoA mutase, K^+^ transport flavoprotein	PHA production
L	H16_B1380-B1395	Calvin-Benson-Bassham cycle	PHA production
M	H16_B1497-B1503	ABC-type fructose transporter, Entner-Doudoroff pathway	Growth
N	PHG001-PHG023	Membrane-bound hydrogenase subunits, hydrogenase accessory proteins	Growth, PHA production, Stationary
O	PHG088-PHG096	Soluble hydrogenase subunits, hydrogenase accessory proteins	Growth, Stationary
P	PHG416-PHG427	Calvin-Benson-Bassham cycle	PHA production

^**a**^Indicated in Figure 2.

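RPKM exceeded 20,000 in at least 1 phase for 112 genes, of which 91 were on chromosome 1, 16 on chromosome 2, and 5 on pHG1. The number of such genes was 81 in F16, 39 in F26, and 16 in F36. There were 67 genes above this level only in F16, 20 only in F26, and 5 only in F36, while 4 genes exceeded it in every phase. The 10 highest genes held 12.88% of the summed RPKM in F16, 9.979% in F26, and 10.6% in F36. A threshold of 10,000 gave 222 genes, and rescaling by median-of-ratios size factors gave 119 at the threshold of the paper. The counts come from 1 library per phase.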

The highly expressed genes with RPKM values >20,000 in at least one of the three phases in the fructose-containing medium are shown in Additional file 1: Table S1. 

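In F16, *groES* (H16_A0705) had an RPKM of 33882 and *groEL* (H16_A0706) one of 28093, which fell to 10834 and 6001 in F26 and to 1032 and 1324 in F36. The *secY* gene (H16_A3464) decreased from 49712 in F16 to 2676 in F26, and *secE* (H16_A3503) decreased from 22400 to 4491 and 912. Within the ribosomal protein clusters, 26 genes of H16_A3457-A3484 and 10 of H16_A3490-A3505 exceeded 20,000 in F16. The highest of these were H16_A3499 and H16_A3498, with 117512 and 97749, ranked 5 and 6 of the phase, and 3245 and 2926 in F26. There are no replicates behind these levels. Quantile normalization changed the F26/F16 ratio of *groES* from 0.3198 to 0.5598 and that of *secY* from 0.05383 to 0.08376, without changing the direction. The paper reports these genes as well expressed in the growth phase.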

A number of ribosomal protein genes were well expressed in the growth phase, as well as several transcription and translation factors, *groES-EL* (H16_A0705-A0706), *secY* and *secE* (H16_A3464 and H16_A3503), and such others. The high-level expression of *rpoN* (H16_A0386) was observed throughout cultivation, which was particularly high in the nitrogen-deficient PHA production phase as expected. 

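The RPKM of *rpoN* (H16_A0386) was 22341 in F16, 85644 in F26, and 51411 in F36 (no replicates). It ranked 74 among the listed genes in F16, 2 in F26, and 5 in F36, and was 3.833-fold higher in F26 than in F16. The ratio increased to 6.891 with quantile normalization. The paper relates the maximum in F26 to the depletion of nitrogen in that phase.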

H16_A3402, which encodes an outer membrane protein (porin), exhibited the highest RPKM values in F16 and F26; while H16_B2205, which encodes a cold shock protein, exhibited high-level expression throughout cultivation on fructose, particularly in F16.

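The porin gene H16_A3402 had the highest RPKM of all listed genes in F16 (200977) and in F26 (128814), and ranked 9 in F36 with 28550. The cold shock protein gene H16_B2205 had 125300, 60528, and 53240 in F16, F26, and F36, and ranked 4, 6, and 4. In F16, H16_A1341 and H16_A1342 ranked 2 and 3 with 145428 and 145403. In F26, *rpoN* and *phaP1* followed H16_A3402 with 85644 and 78551. In F36 the highest gene was H16_A2537 with 159602, up from 8273 in F16, followed by H16_B0701 and H16_B0700 with 73979 and 71784. These ranks rest on a single library in each phase. For H16_B2205, F26/F16 rose from 0.4831 to 0.8283 under quantile normalization, the largest effect of an alternative.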

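Among genes with RPKM of at least 250 in the higher of F16 and F26, the 10 with the largest F26/F16 ratio comprised 7 genes of the cluster H16_A1949-A1957, H16_B0933, H16_B0934, and H16_B0469. The ratio was largest for H16_A1954, which rose from 18 in F16 to 5295 in F26, 294.2-fold. H16_B0934 rose from 112 to 19084, H16_B0933 from 66 to 10436, and H16_B0469 from 198 to 31699. The 10 genes with the largest decrease included H16_B0263 and H16_B0267 of the *flg* cluster, and H16_B2367, H16_B2369, and H16_B2370 of a *fli* cluster. H16_B0263 decreased from 850 to 6, 141.7-fold, and H16_B2369 from 614 to 6, 102.3-fold. The others were H16_B1810, H16_B1499, H16_B0233, H16_A2384, and H16_B2183, with decreases from 52.93-fold to 66.94-fold. Such ratios depend on the value in the lower phase, and no replicate was available to estimate its error. Adding 10 to each RPKM lowered the ratio of H16_A1954 to 189.5, and raised that of H16_B0263 from 0.007059 to 0.0186.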

Additional file 1: Tables S2 and S3 show the highly up-regulated and down-regulated genes in the PHA production phase to the growth phase (F26/F16), respectively. The highly down-regulated genes, *i. e.* genes with high induction in the growth phase, included *flg* cluster (H16_B0258-B0271) and two *fli* clusters (H16_B0561-B0567 and H16_B2360-B2373) related to flagella assembly, as well as several genes in *che* operon (H16_B0229-B0245) that are related to chemotaxis (Additional file 1: Table S3). 

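The 14 *flg* genes H16_B0258-B0271 had a median RPKM of 557.5 in F16, 19 in F26, and 29.5 in F36, and were 10.02 to 141.7-fold higher in F16 than in F26 (median of 25.59). The 7 *fli* genes H16_B0561-B0567 had a median of 21 in both F26 and F36, with a median F16/F26 ratio of 11.5, and the 14 *fli* genes H16_B2360-B2373 had medians of 440, 15.5, and 21.5 with a ratio of 20.09. Every gene of these clusters was highest in F16. The 17 genes of the *che* operon H16_B0229-B0245 had RPKM from 395 to 6429 in F16 and medians of 61 in F26 and 57 in F36, and 16 of them were highest in F16. The exception was H16_B0235, with 6429 in F16, 7357 in F26, and 1165 in F36. Among windows of as many genes on chromosome 2, the decreases in F26 ranked 7 of 1911 for *flg*, 68 of 1918 and 14 of 1911 for *fli*, and 30 of 1908 for *che*. The levels in F26 were close to the lower end of the values and have no replicate check, and with 10 added to RPKM the median F26/F16 ratios changed from 0.03926 to 0.05919 for *flg*, from 0.08696 to 0.134 and from 0.04982 to 0.07581 for *fli*. The paper describes the *flg* and *fli* clusters and several *che* genes as induced in the growth phase and relates them to flagella assembly and chemotaxis.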

Raberg *et al*. reported that flagellation was strongly occurred during growth and stagnated during PHA biosynthesis [25]. Similar results were obtained in a previous microarray-based comparison of *R. eutropha* H16 and a PHA-negative mutant PHB^-^4 [17].

A recent microarray analysis by Brigham *et al*. reported that PHB production was regulated by a stringent response, because most of the upstream regions of the strongly up-regulated genes during nitrogen stress contained the consensus elements for σ^54^-family promoters [22]. 

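H16_A0359 had an RPKM of 95 in F16 and 1859 in F26, H16_A2801 had 107 and 2106, H16_B0780 had 24 and 1178, H16_B0948 had 65 and 1456, and H16_B1156 had 366 and 7226 (no replicates). The F26/F16 ratios were 19.57, 19.68, 49.08, 22.4, and 19.74, respectively. In F36 the values were 114, 550, 58, 52, and 4967, so that only H16_B1156 stayed near its level in F26. The median ratio of 19.74 became 26.78 when RPKM was rescaled to an equal sum in each phase. For H16_B0780, with the lowest value in F16, the ratio was 34.94 after adding 10 to RPKM. The paper compares these increases with genes that a microarray study found up-regulated under nitrogen stress.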

Many of the genes were also highly up-regulated by 20–50 fold during the nitrogen-depleted PHA production phase in the present study, such as H16_A0359, H16_A2801, H16_B0780, H16_B0948, and H16_B1156 (Additional file 1: Table S2). 

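All 13 genes of H16_A1075-A1087 were highest in F26, with a median RPKM of 134 in F16, 806 in F26, and 103 in F36. The F26/F16 ratio was lowest for H16_A1086 at 3.826 and highest for H16_A1080 at 17.24, with a median of 7.682. The increase of the cluster ranked 26 of 3244 windows of 13 genes on chromosome 1. In F16, 12 of the 13 genes had RPKM under 250, and their ratios have no replicate check. Equalizing the summed RPKM of the phases moved the median ratio to 10.42 and its range to 5.19 to 23.39. The paper takes the increase as further evidence for regulation of these genes by the stringent response.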

A gene cluster that encodes potential nitrogen-scavenging transporters and enzymes (H16_A1075-A1087) was also up-regulated in F26 by 4–16 fold to F16 (data not shown). The expression ratios were much less than 50-491-fold detected in the microarray analysis [22], but the present RNA-seq analysis supported the expression regulation for these genes by the stringent response.

### Transcriptome changes related to major metabolic processes and cellular functions

#### Sugar degradation

The genome analysis of *R. eutropha* H16 has identified three important clusters participated in fructose degradation in chromosome 2. The genes in cluster 1 (H16_B1497-B1503), which are *frcRACBK*, *pgi2*, and *zwf2* were significantly induced in the growth phase (Figure 3), suggesting the important roles in transportation and conversion of extracellular fructose to 6-phosphogluconolactone for growth. 

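The genes H16_B1497-B1503 of cluster 1 had a median RPKM of 3871 in F16, 123 in F26, and 1194 in F36, and all 7 were highest in F16 (no replicates). In F26, 6 of them had RPKM under 250. The F16/F26 ratio ranged from 9.998 for H16_B1497 to 65.13 for H16_B1499, with a median of 28.89, and the decrease ranked 16 of 1918 windows on chromosome 2. From F26 to F36 the median ratio was 10, an increase seen in all 7 genes. The largest effect of an alternative came from the rescaling to an equal RPKM sum, under which the median F26/F16 ratio was 0.04695 in place of 0.03462. From the induction in F16, the paper infers that these genes have important roles in the uptake of fructose and its conversion to 6-phosphogluconolactone during growth.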

The genes in cluster 2, which are *glk*, *zwf3*, *pgl*, and *edd2* (H16_B2564-B2567) have roles in sugar phosphorylation and Entner-Doudoroff (ED) pathway. 

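The 4 genes H16_B2564-B2567 had a median RPKM of 591 in F16, 653 in F26, and 1619.5 in F36. Each of them was highest in F36, with F36/F26 ratios from 1.31 for H16_B2566 to 2.921 for H16_B2565 and a median of 2.054. H16_B2567 also increased between F16 and F26, from 220 to 1054, whereas the other genes changed by 0.8723 to 1.033-fold. The increase in F36 ranked 366 of 1921 windows of 4 genes on chromosome 2, and has no replicate check. With RPKM scaled to the same total in every phase, the median F36/F26 ratio was 2.564.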

The expression levels of these genes were low in F16 and F26, and slightly increased in F36. The cluster 3 (H16_B1211-B1213), which consists of a gene of putative 2-amino-2-deoxy-D-gluconate hydrolase and *kdgK* for glucosaminate degradation, and *eda* involved in ED pathway, was observed to be induced in the growth phase.

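In cluster 3, H16_B1211 had an RPKM of 2613 in F16, 1056 in F26, and 1260 in F36, H16_B1212 had 940, 419, and 795, and H16_B1213 had 1026, 428, and 927 (no replicates). The F16/F26 ratios were between 2.243 and 2.474, and the decrease ranked 289 of 1922 windows of 3 genes on chromosome 2. The values of H16_B1212 and H16_B1213 in F36 were 0.8457 and 0.9035 times those in F16. Scaling the phases to the same RPKM sum changed the median F26/F16 ratio from 0.4172 to 0.5658. The paper describes this difference between F16 and F26 as an induction in the growth phase.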

**Figure 3:**
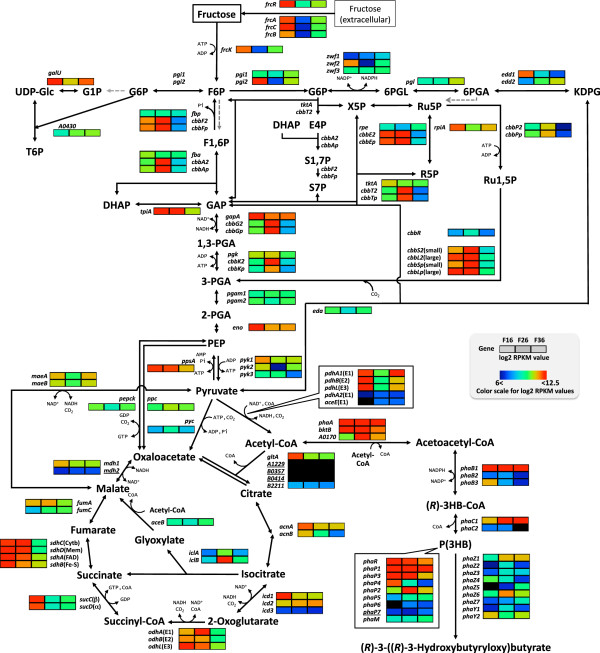
**Expression levels of genes involved in central metabolisms including PHA metabolism in *R. eutropha *H16 at growth phase F16, PHA production phase F26, and stationary phase F36 on fructose.** The log2-transformed RPKM values are visualized using the rainbow color scale in the figure. Genes with the *P* value above the threshold (*P* > 0.05) are underlined. Abbreviations: F6P, fructose-6-phosphate; F1,6P, fructose-1,6-bisphosphate; G1P, glucose-1-phosphate; G6P, glucose-6-phosphate; 6PGL, 6-phospho-1,5-gluconolactone; 6PGA, 6-phosphogluconate; KDPG, 2-keto-3-deoxygluconate-6-phosphate; UDP-Glc, UDP-glucose; T6P, trehalose-6-phosphate; X5P, xylose-5-phosphate; Ru5P, ribulose-5-phosphate; R5P, ribose-5-phosphate; Ru1,5P, ribulose-1,5-bisphosphate; E4P, erythrose-4-phosphate; S1,7P, sedoheptulose-1,7-bisphosphate; S7P, sedoheptulose-7-phosphate; GAP, glyceraldehyde-3-phosphate; DHAP, dihydroxyacetone phosphate; 1,3-PGA, 1,3-diphsphoglycerate; 3-PGA, 3-phosphoglycerate; 2-PGA, 2-phosphoglycerate; PEP, phosphoenolpyruvate; (*R*)-3HB-CoA, (*R*)-3-hydroxybutyryl-CoA; P(3HB), poly((*R*)-3-hydroxybutyrate); cyt b, cytochrom *b* subunit; mem, membrane anchor subunit; FAD, flavoprotein subunit; Fe-S, iron-sulfur subunit.

*R. eutropha* H16 lacks a gene encoding phosphofructokinase [16]; therefore, Embden-Meyerhof (EM) pathway is assumed to function in conversion of glyceraldehyde 3-phosphate generated via ED pathway into pyruvate, or in gluconeogenesis on non-sugar growth substrates. 

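The RPKM of *gapA* (H16_A3146) was 16858 in F16, 3153 in F26, and 3329 in F36, and that of *eno* (H16_A1188) was 13706, 2534, and 2636. Both genes were thus higher in F16 than in F26, by 5.347-fold and 5.409-fold, and ranked 96 and 110 among the listed genes in F16. A single library per phase leaves these ratios without a replicate check. Under quantile normalization F26/F16 of *gapA* was 0.2565 in place of 0.187, and under scaling to an equal sum that of *eno* was 0.2507 in place of 0.1849.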

Of the genes for EM pathway, transcription of *gapA* (H16_A3146) and *eno* (H16_A1188) were extensively high in F16. While, reaction steps between 3-phosphoglycerate and fructose-6-phosphate in EM pathway are shared with CBB cycle. *R. eutropha* possesses two sets of CBB enzymes, which are encoded in *cbb*_*c*_ and *cbb*_*p*_ operons in chromosome 2 (H16_B1383-B1395) and megaplasmid pHG1 (PHG416-PHG427), respectively [1]. We observed that the two *cbb* operons were expressed in the growth phase at levels comparable to the genes for ED pathway. 

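In F16, the 13 genes of the *cbb*_*c*_ operon H16_B1383-B1395 had RPKM from 521 to 4159, and the 12 genes of the *cbb*_*p*_ operon PHG416-PHG427 had RPKM from 636 to 4556, with a median of 1454. The ED pathway genes *glk*, *zwf3*, *pgl*, and *edd2* (H16_B2564-B2567) and *eda* (H16_B1213) had a median of 603 in the same phase, from 220 to 1026. The genes of sugar degradation cluster 1, H16_B1497-B1503, with *pgi2* and *zwf2*, had a median of 3871 (from 2713 to 6589). The comparison is within 1 library and has no replicate check. The authors divided reads with several hits between loci, so that levels of similar genes in the 2 operons may not be fully independent. Shared reads could not be tested without a genome. The paper describes the *cbb* operons as expressed in the growth phase at the level of the ED pathway genes.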

Pentose-phosphate cycle is thought to be defective in *R. eutropha* H16 because of a lack of 6-phosphogluconate dehydrogenase; therefore, several enzymes in CBB cycle would have a role in establishing the non-oxidative branch of pentose-phosphate cycle, along with *rpe* (H16_A3317), *rpiA* (H16_A2345), *tal* (H16_A2346), *tktA* (H16_A3147) located in loci other than the *cbb* operons, thereby providing essential precursors for nucleotides and aromatic amino acids. The expression of *cbb* genes has been known to be activated by a transcriptional regulator CbbR (H16_B1396), which is encoded within *cbb*_*c*_ operon [26] when the intracellular concentration of phosphoenolpyruvate (PEP) becomes low under autotrophic conditions [27]. Several studies have also reported that partial derepression of the *cbb* genes also occurred during the late growth phase on a few substrates, such as fructose and gluconate [1,28,29]. Examination of our RNA-seq revealed that, even with partial derepression, the induction of both of the *cbb* operons in F26 was significant differences between the transcriptomes in the growth and PHA production phases, as shown in Figures 2 and 3. 

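All 13 genes of the *cbb*_*c*_ operon were highest in F26, with a median RPKM of 5892 in F26 and of 228 in F36. The F26/F16 ratio ranged from 1.953 for H16_B1391 to 18.01 for H16_B1383, with a median of 3.493. The *cbb*_*p*_ operon had medians of 1454, 4713, and 254, and ratios from 1.489 for PHG422 to 8.598 for PHG416, with a median of 2.772. At the other end of the operons, H16_B1395 and PHG427 rose from 4130 to 12280 and from 4556 to 11529. The induction was followed by a larger decrease, since the median F36/F26 ratio was 0.03334 for *cbb*_*c*_ (rank 5 of 1912 windows of 13 genes on chromosome 2) and 0.05341 for *cbb*_*p*_ (rank 3 of 362 windows on pHG1). The increase in F26 ranked 117 of 1912 and 34 of 362 windows. The regulator gene *cbbR* (H16_B1396) had 244, 534, and 175. No replicate culture was available for either phase. Among the alternatives, scaling each phase to the same sum of RPKM moved the median F26/F16 ratios most, to 4.737 for *cbb*_*c*_ and 3.759 for *cbb*_*p*_. The paper takes the increase in F26 as a major difference between the transcriptomes of the growth and PHA production phases, and proposes that a lower concentration of PEP during PHA biosynthesis activates the operons.

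**Figure D2:**
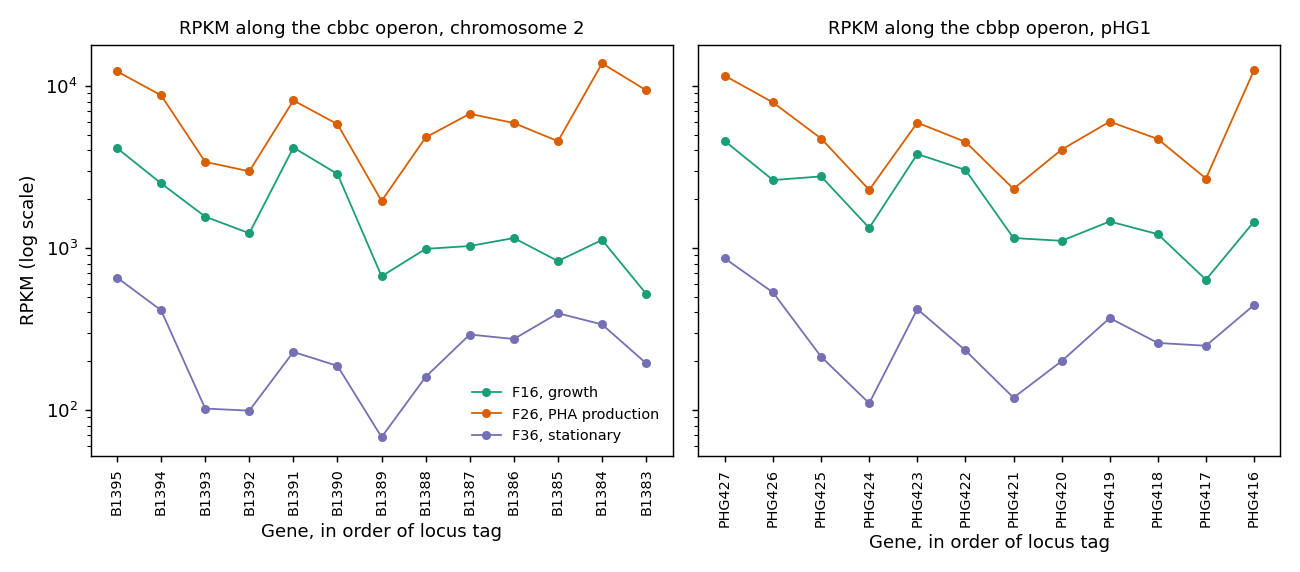
RPKM on a log scale (vertical axis) of each gene of the *cbb*_*c*_ operon on chromosome 2 (left, H16_B1395 to H16_B1383) and the *cbb*_*p*_ operon on pHG1 (right, PHG427 to PHG416), with genes in the order of their locus tags (horizontal axis) and a line for each of F16, F26, and F36. F26 lies above F16 at every gene, and the distance is largest at H16_B1383 (521 and 9385) and PHG416 (1453 and 12493), while F36 is lowest throughout.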

The previous microarray analyses of *R. eutropha* also showed that the transcription levels of the *cbb* operons were higher in the wild-type H16 strain than in a PHA-negative mutant PHB^-^4 [17], and they were induced in the absence of nitrogen [22]. PHA biosynthesis from acetyl-CoA may accompany a reduction in the intracellular concentration of PEP, which could lead to the transcriptional activation of the *cbb* operons.

#### Pyruvate metabolisms and TCA cycle

E1, E2, and E3 are components of the pyruvate dehydrogenase complex, which are encoded by *pdhA1* (H16_A1374), *pdhB* (H16_A1375), and *pdhL* (H16_A1377), respectively, and they were highly induced in the growth phase. 

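The RPKM of *pdhA1* (H16_A1374) was 4081 in F16, 1146 in F26, and 6310 in F36, that of *pdhB* (H16_A1375) was 7564, 798, and 2099, and that of *pdhL* (H16_A1377) was 15507, 849, and 2319. The F16/F26 ratios were 3.561, 9.479, and 18.27, respectively. In F36, *pdhA1* was 1.546-fold above its level in F16, whereas *pdhB* and *pdhL* had 0.2775 and 0.1495 times theirs. As there was a single library per phase, the ratios have no replicate check. Equal RPKM sums brought F26/F16 of *pdhA1* from 0.2808 to 0.3809 and that of *pdhB* from 0.1055 to 0.1431. The paper describes the 3 genes as highly induced in the growth phase.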

In particular, *pdhL* exhibited an 18.5-fold increased expression in the growth phase compared with the PHA production phase, which was consistent with a previous observation that disruption of *pdhL* decreased the growth rate and PHA productivity on fructose [30]. *pdhA2* (H16_A1753) and *aceE* (H16_B1300), which encode paralogs of PdhA1 and PdhL, respectively, were barely expressed throughout cultivation. *gltA* (H16_A2627), *acnA* and *acnB* (H16_A2638 and H16_B0568, respectively), and *icd1* and *icd2* (H16_A3056 and H16_B1931, respectively), which encode enzymes for the conversion of C_6_-acids in TCA cycle, were highly expressed in the growth phase, but had slightly lower expression levels in the PHA production and stationary phases, except for the constitutively transcribed *icd2*. 

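From F16 to F26, *pdhL* (H16_A1377) fell from an RPKM of 15507 to 849, a ratio of 18.27, beside the paper's reported value of 18.5. The paralogs *pdhA2* (H16_A1753) and *aceE* (H16_B1300) had RPKM of 72, 143, and 116 and of 61, 165, and 151 in F16, F26, and F36, all under 250. *gltA* (H16_A2627) decreased from 3944 in F16 to 1485 in F26 and 1275 in F36, *acnA* (H16_A2638) from 3540 to 2099 and 2059, and *icd1* (H16_A3056) from 5566 to 1959 and 1755, and *acnB* (H16_B0568), 2.874-fold higher in F16 than in F26, decreased to 775 and 170. The level of *icd2* (H16_B1931) was 2015, 2491, and 2851, with the highest value 1.415 times the lowest. These values are without replicates. For *pdhL*, the F16/F26 ratio was between 12.5 with quantile normalization and 18.24 with 1 added to RPKM. The paper links the ratio of *pdhL* to the slower growth of a *pdhL* disruptant on fructose, and classifies *icd2* as constitutively transcribed.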

In addition to *gltA*, four genes are related to citrate synthase in *R. eutropha* H16, but we observed weak expression of H16_B2211 and negligible expression of the other three genes. 

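The RPKM of H16_B2211 was 261 in F16, 231 in F26, and 198 in F36, against 3944, 1485, and 1275 for *gltA* (H16_A2627). The highest value of H16_B2211 was 1.318 times the lowest (no replicates), and its F26/F16 ratio of 0.8851 became 1.2 when the phases were scaled to an equal sum. Of the other genes related to citrate synthase, H16_A1229, H16_B0357, and H16_B0414 were not listed in the files analysed here. The paper ranks H16_B2211 as weakly and these genes as negligibly expressed.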

The genes that encode other TCA cycle members also exhibited variable expression. 

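The genes *odhA*, *odhB*, and *odhL* (H16_A2325-A2323) had RPKM of 2421, 2829, and 8143 in F16, of 5074, 2588, and 3531 in F26, and of 862, 739, and 1397 in F36. For *sdhCDAB* (H16_A2632-A2629), the median was 4976 in F16, 4058 in F26, and 1158 in F36, and every gene was lowest in F36. In contrast, *sucC* (H16_A0547) decreased from 4409 in F16 to 564 in F26 and *sucD* (H16_A0548) from 3870 to 525, with F16/F26 ratios of 7.817 and 7.371, and they were 982 and 874 in F36. The libraries were not replicated. The median F26/F16 ratio changed from 0.9148 to 1.241 for *odhABL* and from 0.7092 to 0.9618 for *sdhCDAB* when all phases were given the same RPKM sum. The paper groups *odhABL* and *sdhCDAB* as expressed in the growth and PHA production phases and *sucCD* as induced in the growth phase.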

For example, *odhABL* (H16_A2325-A2323) and *sdhCDAB* (H16_A2632-A2629) tended to be highly expressed in the growth and PHA production phases, whereas *sucCD* (H16_A0547-A0548) were induced in the growth phase. The genes for methylcitrate pathway [31] were constitutively expressed, although the level of expressions were very weak during the cultivation on fructose.

*iclA* (H16_A2211) and *iclB* (H16_A2227), both encodes isocitrate lyase in glyoxylate bypass, were observed to be highly induced in the PHA production phase. 

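The RPKM of *iclA* (H16_A2211) was 173 in F16, 1278 in F26, and 242 in F36, and that of *iclB* (H16_A2227) was 382, 13129, and 856 (no replicates). In F26 they were 7.387-fold and 34.37-fold higher than in F16, and *iclB* rose from rank 2451 of the listed genes to rank 76. For *iclA*, the alternatives gave ratios between 6.485 with quantile normalization and 10.02 with equal RPKM sums. The paper describes both genes as highly induced in the PHA production phase.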

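From F16 to F26, the RPKM of *iclB* (H16_A2227) increased from 382 to 13129, a ratio of 34.37 in unreplicated libraries. In F36 it returned to 856. The ratio was 33.52 with 10 added to each RPKM, 36 with size factors from the median of ratios, and at most 46.61, with the phases scaled to the same sum. From the increase, the paper proposes a change of carbon flux from the TCA cycle to the glyoxylate bypass. It sets against this a report that disruption of *iclA* or *iclB* did not affect growth or PHA biosynthesis.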

In particular, the transcription of *iclB* in F26 increased 33-fold as compared to that in F16. This result suggested a drastic change in the carbon flux from TCA cycle to glyoxylate bypass during PHA biosynthesis, but Brigham *et al*. have demonstrated that single disruptions of *iclA* or *iclB* did not affect the growth and PHA biosynthesis in *R. eutropha* H16 grown on fructose [18]. *pyc* (H16_A1251), *pepck* (H16_A3711) and *ppc* (H16_A2921) were present in the genome as genes encoding potential enzymes related to anaplerotic formation of oxaloacetate. 

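The RPKM of *ppc* (H16_A2921) was 968 in F16, 1587 in F26, and 1249 in F36, that of *pepck* (H16_A3711) was 1249, 540, and 1126, and that of *pyc* (H16_A1251) was 268, 630, and 313. In F26, *ppc* and *pyc* were 1.639-fold and 2.351-fold above F16, and *pepck* was 0.4323 times its level in F16 (no replicate check). Scaled to equal sums of RPKM, these ratios were 2.224, 3.188, and 0.5864. All values were above 250, the limit under which the paper calls most of its non-significant genes silent or weak. The paper still describes *pyc* as weakly expressed, and *ppc* and *pepck* as moderately expressed. It contrasts the expression of these genes with an earlier study in which only *pepck* was detected.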

A previous study reported that transcription and enzyme activities were detected only for *pepck* among the three genes in *R. eutropha*[32], whereas the present RNA-seq results indicated moderate expression of *ppc* and *pepck* as well as weak but actual expression of *pyc* throughout cultivation.

In *Escherichia coli* during high-cell density cultivation, it has been reported that genes involved in EM pathway and pentose-phosphate cycle were highly expressed in the stationary phase, probably to compensate for the reduced TCA cycle activity [33]. The transcription of genes for ED pathway in *Zymomonas mobilis* significantly increased under anaerobic ethanol-producing conditions to facilitate energy conservation [34]. In *R. eutropha* under the PHA biosynthesis condition, we observed a decreasing trend in expression of the genes in ED pathway and TCA cycle. 

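The 14 TCA cycle genes named in the paper (*gltA*, *acnAB*, *icd1*, *icd2*, *odhABL*, *sdhCDAB*, and *sucCD*) had a median RPKM of 4113 in F16, 2539.5 in F26, and 1128.5 in F36. Their highest value was in F16 for 11 genes, in F26 for 2, and in F36 for 1. In F26, 6 of them were at least 2-fold lower than in F16 and 1, *odhA*, was at least 2-fold higher, with a median F26/F16 ratio of 0.5806. Of the ED pathway genes, *glk*, *zwf3*, *pgl*, and *edd2* (H16_B2564-B2567) had F26/F16 ratios of 1.033, 1.028, 0.8723, and 4.791 in the order of their locus tags, and *eda* (H16_B1213) had a ratio of 0.4172, from 1026 to 428. The genes of cluster 1, among them *pgi2* and *zwf2*, decreased from a median of 3871 to 123. Table 2 of the paper also lists this cluster under the ED pathway. With 1 culture per phase, the changes cannot be set against the variation between cultures. The median ratio rose to 0.7874 for the TCA cycle genes when the phases were scaled to the same sum of RPKM. That of *glk*, *zwf3*, *pgl*, *edd2*, and *eda*, without cluster 1, rose from 1.028 to 1.394. The paper describes a decreasing trend for both pathways under the PHA biosynthesis condition. It proposes that enzymes already present and newly made ones probably account for the activity of these pathways.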

The activity of ED pathway and TCA cycle during the PHA production phase is probably attributable to pre-existing as well as newly synthesized enzymes with the reduced transcription. The probably decreased flux of central metabolisms were supported by our recent metabolomics analysis of *R. eutropha* H16 that detected lower intracellular concentrations of many sugar phosphates in the PHA production phase than in the growth phase on fructose [23]. It can be assumed that the decreased metabolic activity appeared to be enough to maintain cellular viability and P(3HB) synthesis in a condition not associated with cell growth, as seen in *Corynebacterium glutamicum* in a glutamate-producing condition [35].

#### *de novo* Fatty acid synthesis and β-oxidation

In* R. eutropha* H16, *accA1*, *accA2*, *accB*, *accC1*, *accC2*, *accC3*, and *accD* have been annotated as genes of the acetyl-CoA carboxylase (ACC) subunits. 

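In F16, *accA1* (H16_A1223) had an RPKM of 5578 and *accD* (H16_A2611) one of 6786, and H16_A3171 and H16_A3172, which encode AccB and AccC2, had 2405 and 3378 (no replicates). The other genes annotated as ACC subunits were lower in that phase, with 1139 for *accC1* (H16_A0184), 102 for *accC3* (H16_A3290), and 65 for *accA2* (H16_A2142), and H16_A0177 had 444. In F26, *accC1* (1843) and H16_A0177 (1265) exceeded H16_A3171 (597) and H16_A3172 (1062). From the levels and the usual subunit structure, the paper concludes that the major ACC probably consists of AccA1, AccD, AccB, and AccC2.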

Based on a consideration of the general quaternary structure of ACC and the expression levels of these genes, the major ACC in this strain probably consisted of AccA1 (H16_A1223) as the carboxyl transferase subunit α (CTα), AccD (H16_A2611) as the carboxyl transferase subunit β (CTβ), AccB and AccC2 (H16_A3171-A3172) as the biotin carboxyl carrier protein (BCCP) and biotin carboxylase (BC), respectively. The expression levels of these genes were high in the growth phase, and then slightly decreased in the PHA production phase (Figure 4). *accC1* (H16_A0184, BC-BCCP) and H16_A0177 (CTαβ) may be another pair of ACC or the related carboxylase, because these had weak and similar expression behaviors to each other. 

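From F16 to F26, *accA1*, with an RPKM of 5578 in F16, decreased 2.119-fold, *accD* decreased from 6786 to 4226, H16_A3171 from 2405 to 597, and H16_A3172 from 3378 to 1062. The F26/F16 ratios were between 0.2482 and 0.6228 with a median of 0.3931, and 3 of the 4 genes were at least 2-fold lower. In F36 the RPKM values were 2159, 1953, 290, and 779. *accC1* (H16_A0184) had 1139, 1843, and 1174, and H16_A0177 had 444, 1265, and 810, so that both were highest in F26, with F26/F16 ratios of 1.618 and 2.849. No spread between cultures is available for these values. Giving the phases equal RPKM sums raised the median ratio of *accA1*, *accD*, and H16_A3171-A3172 to 0.5332. From their parallel behaviour, the paper proposes that *accC1* and H16_A0177 form another pair of ACC or a related carboxylase.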

The expression levels of *accA2* (H16_A2142, BC-BCCP) and *accC3* (H16_A3290, BC-BCCP-CTαβ) were negligible throughout cultivation on fructose. 

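*accA2* (H16_A2142) had an RPKM of 65 in F16, 31 in F26, and 25 in F36, and ranked 4740, 5225, and 5314 among the 5553 listed genes. *accC3* (H16_A3290) had 102, 127, and 169. Both were under 250 in every phase, and at such levels the ratio between unreplicated libraries is imprecise. For *accA2*, F26/F16 was 0.4769 and shifted at most to 0.6468 with the sums of RPKM equalized.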

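The genes *fabH*, *fabD*, *fabG*, *acpP*, and *fabF* (H16_A2569-A2565) had RPKM of 4815, 3950, 5930, 60340, and 12496 in F16, and of 1813, 822, 1261, 22958, and 4341 in F26. The F16/F26 ratios were between 2.628 and 4.805. *fabZ* (H16_A2044) decreased from 4922 to 765, whereas *fabI1* (H16_A2410) increased from 6555 to 9618 and then had 2376 in F36. In F36 the *fabHDG*-*acpP*-*fabF* genes had a median of 2739, between 1917 and 10760. The decrease of the operon in F26 ranked 398 of 3252 windows of 5 genes on chromosome 1, without replicates. Under quantile normalization the F26/F16 ratio of *acpP* was 0.7716 in place of 0.3805. The paper notes that many of these genes kept rather high levels in the PHA production phase.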

The genes *fabHDG*-*acpP*-*fabF* (H16_A2569-A2565), *fabZ* (H16_A2044), and *fabI1* (H16_A2410), which are involved in *de novo* fatty acid biosynthesis, were highly expressed in the growth phase, but many of the genes still had rather high expression levels in the PHA production phase.

**Figure 4:**
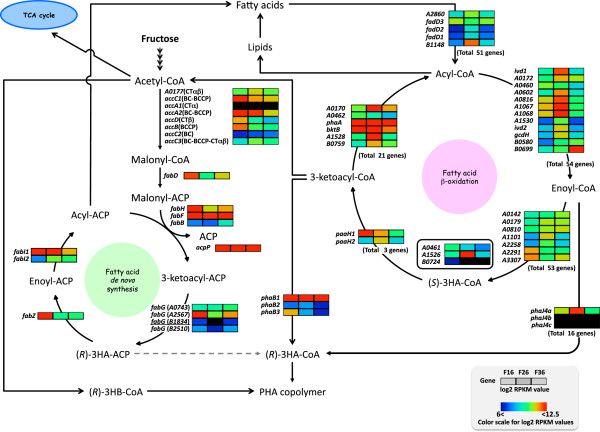
**Transcription levels of genes involved in fatty acid biosynthesis and β-oxidation in *R. eutropha *H16 at growth phase F16, PHA production phase F26, and stationary phase F36 on fructose.** With respect to β-oxidation enzymes, selected genes of which specific name has been assigned, or RPKM value are larger than 1,000 at least one of the three phases are shown. The log2-transformed RPKM values are visualized using the rainbow color scale in the figure. Genes with the *P* value above the threshold (*P* > 0.05) are underlined. Abbreviations: ACP, acyl-carrier protein; BC, biotin carboxylase; CT, carboxyl transferase; BCCP, biotin carboxyl carrier protein; (*R*)-3HB-CoA, (*R*)-3-hydroxybutyryl-CoA; (*R*)-3HA-CoA, (*R*)-3-hydroxyacyl-CoA; (*R*)-3HA-ACP, (*R*)-3-hydroxyacyl-acyl carrier protein. A0461, A1526, and B0724 are genes for putative β-oxidation multifunctional enzymes.

A high number of genes in *R. eutropha* H16 are annotated as enzymes that potentially functions in fatty acid β-oxidation, which indicates the possible versatility of this strain for degradation of various hydrophobic compounds. Based on a detailed domain search, we identified 51 genes for acyl-CoA synthetase (ACS), 54 genes for acyl-CoA dehydrogenase (ACDH), 53 genes for enoyl-CoA hydratase (ECH), 3 genes for 3-hydroxyacyl-CoA dehydrogenase (3HCDH), and 21 genes for β-ketothiolase (KT). In fact, our RNA-seq examination revealed that many genes for putative β-oxidation enzymes were even expressed on fructose, as shown in Figure 4. 

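The 25 β-oxidation genes shown in Figure 4 by locus tag had a median RPKM of 642 in F16, 1474 in F26, and 824 in F36. Only H16_B0724 stayed under 250 in all phases, with 78, 47, and 61. The highest value was in F26 for 15 genes, in F16 for 6, and in F36 for 4. Relative to F16, 16 genes were at least 2-fold higher in F26 and 3 at least 2-fold lower, with a median ratio of 3.132. The largest ratios were 18.36 for H16_B1148, 13.07 for H16_A1067, and 9.559 for H16_A1068, and the smallest were 0.3378 for H16_A2291 and 0.3211 for H16_A3307. H16_B0699 was exceptional, with 1060 in F26 and 13698 in F36. Figure 4 was limited by the authors to genes with an assigned name or a level above their cutoff, so that the counts do not describe all genes annotated for β-oxidation. No replicate was available, and equal sums of RPKM moved the median F26/F16 ratio to 4.248. From this expression the paper reasons that β-oxidation functions even in the presence of fructose.

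**Figure D3:**
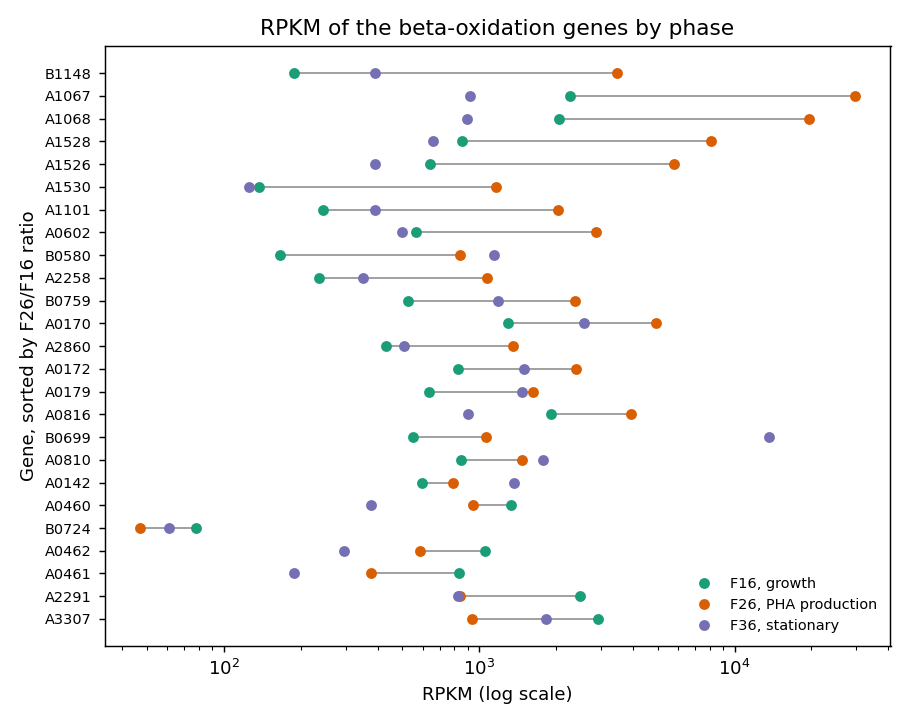
RPKM on a log scale (horizontal axis) of the 25 β-oxidation genes of Figure 4 (vertical axis, sorted by F26/F16) in F16, F26, and F36, with a line joining F16 and F26. H16_B1148, at the top, rises from 188 in F16 to 3452 in F26, and H16_A3307, at the bottom, falls from 2915 to 936.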

The previous microarray study revealed that the two gene clusters of H16_A0459-A0464 and H16_A1526-A1531 were induced and in deed played important roles during β-oxidation in the cells grown on trioleate [18]. 

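In the cluster H16_A0459-A0464, the median RPKM of the 6 genes was 944.5 in F16, 482.5 in F26, and 241.5 in F36, with 1613 for the highest gene, H16_A0459, and 165 for the lowest, H16_A0463, in F16. All of them were highest in F16. The 6 genes of H16_A1526-A1531 had medians of 563, 5413, and 446, and were highest in F26. Their F26/F16 ratios ranged from 8.467 for H16_A1530 to 10.79 for H16_A1531, where the paper's reported values are 8.5 and 11.4, and the increase ranked 24 of 3251 windows on chromosome 1. *fadD3* (H16_A3288) had 1540 in F16 and 1351 in F36, and its highest value was 1.56 times the lowest, in F26. Without replicates, the spread of these values is unknown. The range of ratios was 11.48 to 14.63 with the phases scaled to the same sum.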

It was observed that the cluster H16_A0459-A0464 (which contains ACDH, 3HCDH-ECH fusion, KT, and ECH) was expressed weakly throughout cultivation on fructose, while the cluster H16_A1526-A1531 (which contains ECH-3HCDH fusion, KT, and ACDH) exhibited approximately 8.5 to 11.4-fold increased expression in the PHA production phase compared with that in the growth phase. *fadD3* (H16_A3288), which has been reported to be induced on trioleate [18], was moderately and constitutively expressed on fructose. 

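H16_B1148 had an RPKM of 188 in F16, 3452 in F26, and 392 in F36 (no replicates). It was 18.36-fold higher in F26 than in F16 and rose from rank 3414 to rank 379 of the listed genes. The ratio increased to 24.9 when RPKM was scaled to the same sum in both phases.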

H16_B1148, which encodes another ACS, was extremely induced in the PHA production phase. The cluster H16_A1067-A1070 was also induced in the PHA production phase. 

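The genes H16_A1067, H16_A1068, H16_A1069, and H16_A1070 had RPKM of 2264, 2049, 503, and 1692 in F16, of 29586, 19586, 2261, and 4325 in F26, and of 923, 895, 448, and 860 in F36. Their F26/F16 ratios were 13.07, 9.559, 4.495, and 2.556, with a median of 7.027, and the change ranked 77 of 3253 windows of 4 genes on chromosome 1. The decrease from F26 to F36 ranked 38 of 3253. The neighbouring gene H16_A1066 had 2689, 61243, and 1864. These differences have no replicate check, and the median ratio was 9.53 with sums of RPKM made equal.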

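In F26, H16_A1067 reached an RPKM of 29586 and H16_A1068 one of 19586, ranks 21 and 42 of the listed genes, from ranks 621 and 679 in F16. They were 13.07-fold and 9.559-fold above F16, and fell to 923 and 895 in F36 (no replicates). With equal sums of RPKM the ratios were 17.72 and 12.96, the largest shift among the alternatives. The paper takes these genes as part of its evidence that β-oxidation was functional in the presence of fructose.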

In particular, the induction ratio and expression levels of H16_A1067 and A1068, both encoding ACDH, were very high in F26. Both of H16_A1069 and A1070 were identified as genes that encode homologs of (*R*)-specific enoly-CoA hydratase (R-ECH), and the product of H16_A1069 (PhaJ4a) has been demonstrated to be an R-ECH that is specific to mcl-enoyl-CoAs [11]. These results strongly suggested that fatty acid β-oxidation was functional even in the presence of fructose in *R. eutropha* H16, and it may have a role in the active turnover of acyl moieties derived from lipids. Tsuge *et al*. reported that when *R. eutropha* PHB^-^4 expressed laboratory-evolved *phaC1* from *Pseudomonas* sp. 61-3, it accumulated PHA co-polyester which contained a small fraction of mcl-3-hydroxyalkanoate units from fructose [15]. It was assumed that the mcl-(*R*)-3-hydroxyacyl-CoA monomers were provided through the activated β-oxidation linked with lipid turnover when the cells were grown on fructose. The detection of the mcl-CoA-thioesters in *R. eutropha* H16 cells grown on fructose according to the metabolomic analysis [23] was consistent with this expectation.

#### P(3HB) biosynthesis

A previous quantitative-real time PCR (qRT-PCR) analysis, which used 16SrRNA as an internal quantification control, reveled that the relative expression levels of *phaC1-A-B1* (H16_A1437-A1439) decreased during the growth phase [36]. In contrast, a recent microarray analysis reported similar expression levels of *phaC1-A-B1* in conditions with or without a nitrogen source [22]. 

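The RPKM of *phaC1* (H16_A1437) was 2236 in F16, 8244 in F26, and 5502 in F36, that of *phaA* (H16_A1438) was 12391, 7439, and 12150, and that of *phaB1* (H16_A1439) was 35196, 24374, and 22457. The F26/F16 ratios were 3.687, 0.6004, and 0.6925, respectively, from 1 library per phase. Over the 3 phases, the highest value was 1.666 times the lowest for *phaA* and 1.567 times for *phaB1*. For *phaC1*, the ratio was at most 5, with the phases scaled to the same sum of RPKM. For *phaB1*, quantile normalization gave 1.392 and thereby changed the direction. The median over the 3 genes, 0.6925, became 1.153 as a geometric mean. The paper contrasts these values with microarray and qRT-PCR results, and proposes that the different analytical platforms may have caused the disagreement.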

The RNA-seq analysis in the present study showed rather similar transcription levels of *phaA* and *phaB1*, as well as a 3.7-fold induction of *phaC1* expression in F26 when compared with F16. These contradictory results may have been caused by the use of different analytical platforms. Thus, we performed a detailed qRT-PCR analysis of *phaC1* using the total RNA samples prepared for RNA-seq with three primer sets (shown in Additional file 1: Table S4) and two inner controls (16SrRNA and *bfr2* [H16_A0328]). As shown in Additional file 1: Figure S1, when 16SrRNA was used as an inner control, the three amplifications of different *phaC1* regions indicated decrease of expression as longer cultivation time, which were in accordance with the previous qRT-PCR result [36]. However, qRT-PCR of *N*-terminal and central regions of *phaC1* with *bfr2* control indicated induction of the gene expression in the PHA production phase. It appeared that the induction behavior of *phaC1* was feasible, because the induced expression levels of *phaC1* in F26 based on qRT-PCR and RNA-seq agreed well with the strong positive correlation of the expression ratios of other genes obtained from different platforms, as shown in Additional file 1: Figure S2.

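In the RNA-seq data, *phaC1* (H16_A1437) was 3.687-fold higher in F26 than in F16 and 2.461-fold higher in F36 than in F16. The reference gene *bfr2* (H16_A0328) had an RPKM of 18829 in F16, 15938 in F26, and 17751 in F36, so that its highest value was 1.181 times the lowest (no replicates). Of the 5553 listed genes, 20 had a ratio of highest to lowest value under 1.1. With quantile normalization, F26/F16 of *bfr2* changed from 0.8465 to 1.362. The qRT-PCR measurements were not in the files analysed here. The paper states that the induction of *phaC1* appeared feasible, because the levels from qRT-PCR and RNA-seq matched the correlation between platforms for other genes.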

Of the 21 KT genes, *phaA*, *bktB* (H16_A1445), and H16_A0170 have been reported to be the major participants in P(3HB) biosynthesis [37]. The RNA-seq analysis revealed that the expression of *bktB* and H16_A0170 increased in the PHA production phase (Figure 3). 

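*bktB* (H16_A1445) had an RPKM of 4527 in F16, 10788 in F26, and 3183 in F36, and H16_A0170 had 1295 in F16 and 4923 in F26. Their F26/F16 ratios were 2.383 and 3.802 (no replicates). In comparison, *phaA* (H16_A1438) decreased from 12391 to 7439 between these phases. Both increases became larger, to 3.232 and 5.156, after scaling to the same sum of RPKM.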

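H16_A0462 had an RPKM of 1055 in F16, 587 in F26, and 295 in F36, H16_A1528 had 857, 8068, and 660, and H16_B0759 had 525, 2367, and 1183. H16_A1528 and H16_B0759 were 9.414-fold and 4.509-fold higher in F26 than in F16, whereas H16_A0462 had 0.5564 times its level in F16. These ratios come from single libraries, and were 12.77, 6.115, and 0.7546 under scaling to an equal sum, the alternative with the largest effect. For H16_A0462 and H16_A1528, the paper proposes a role in thiolysis during lipid turnover from their location in the β-oxidation clusters.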

In addition, we detected expression of other KT genes, namely, H16_A0462, H16_A1528, and H16_B0759 (Figure 4). This result coincided with the recent microarray analysis [22]. The former two genes are located within the β-oxidation clusters [18], which suggests the contribution of their gene products in thiolysis of medium/long-chain-length 3-ketoacyl-CoA intermediates during lipid turnover. Indeed, the disruption of H16_A1528 gave no effect on growth and PHB accumulation when grown on fructose [37]. 

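*phaB2* (H16_A2002) had an RPKM of 158 in F16, 218 in F26, and 89 in F36, and *phaB3* (H16_A2171) had 2368, 246, and 94. *phaC2* (H16_A2003) had 167, 181, and 62, against 2236, 8244, and 5502 for *phaC1* (H16_A1437). The F16/F26 ratio of *phaB3* was 9.626, while *phaB2* and *phaC2* changed 1.38-fold and 1.084-fold from F16 to F26 at levels under 250 (no replicates). With equal sums of RPKM, F26/F16 of *phaB3* was 0.1409 in place of 0.1039. The paper compares this behaviour with earlier microarray studies.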

The expression behaviors of *phaB2* (H16_A2002) and *phaB3* (H16_A2171), as well as the negligible transcription of the second PHA synthase gene *phaC2* (H16_A2003) were well agreed with the previous microarray analyses [17,22,38].

The PHA granule-associated proteins, which are known as phasins, are encoded by 7 genes in *R. eutropha* H16. *phaP1* (H16_A1381) encodes a major phasin, and its PHA biosynthesis-coupled induction was reported to be mediated by an autoregulator PhaR (H16_A1440) [39]. In our study, *phaP1* had the third highest expression level in F26 (Additional 1: Table S2). 

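The RPKM of *phaP1* (H16_A1381) was 13550 in F16, 78551 in F26, and 20363 in F36, which ranked 112, 3, and 16 among the listed genes. Only H16_A3402 (128814) and *rpoN* (85644) were higher in F26. The F26/F16 ratio was 5.797 (no replicates), and 9.997 with quantile normalization. The regulator gene *phaR* (H16_A1440) had 5454, 4182, and 2865.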

Pötter *et al*. proposed the PhaR-mediated regulation of *phaP3*[39], but the down-regulation of *phaP3* expression was observed in the PHA production phase. It was reported that PhaP3 was a major phasin in the *phaP1*-deficient mutant of *R. eutropha*[40]; therefore, the release of PhaR from the *phaP3* region may occur only in the absence of PhaP1. A previous observation suggested that PhaP2 (PHG202) was not present on the granule surface *in vivo*, whereas the expression level of *phaP2* was very high in the growth and PHA production phases. 

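*phaP2* (PHG202) had an RPKM of 29279 in F16, 29219 in F26, and 2217 in F36, and ranked 55, 23, and 460 among the listed genes. F26/F16 was 0.998 and F36/F26 was 0.07588, without a replicate to judge either. Quantile normalization, which changes the upper end of the distribution, raised F26/F16 to 1.854. The paper sets the high expression against the reported absence of PhaP2 from the granule surface.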

Another study suggested that PhaP2 may have indirectly participated in the formation of P(3HB) granule by interacting with other phasins [41]. 

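The RPKM of *phaP4* (H16_B2021) was 1459 in F16, 4803 in F26, and 2104 in F36, below the 13550, 78551, and 20363 of *phaP1* (H16_A1381) in every phase. It was also below *phaP2* (PHG202) in each phase, which had 29279, 29219, and 2217, although the distance in F36 was small and has no replicate check. The F26/F16 ratio of *phaP4* was 3.292, and 4.465 with equal sums of RPKM.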

In our study, *phaP4* (H16_B2021) was expressed during cultivation with the lower level than *phaP1* and *phaP2*. 

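*phaP5* (H16_B1934) had an RPKM of 253 in F16 and 627 in F26, *phaP6* (H16_B1988) had 55 in F16, 180 in F26, and 128 in F36, and *phaM* (H16_A0141) had 493, 527, and 845. *phaP7* (H16_B2326) was not listed in the files analysed here. In F26, *phaP5*, *phaP6*, and *phaM* ranked 1762, 3581, and 2008 of the listed genes, where *phaP1* (H16_A1381) ranked 3. *phaP5* and *phaP6* were 2.478-fold and 3.273-fold higher in F26 than in F16, in single libraries, and the ratio of *phaP6* was 2.923 with 10 added to RPKM and 4.439 with equal sums. The paper describes the expression of these genes as very low.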

PhaP5 (H16_B1934) [41], PhaP6 (H16_B1988) and PhaP7 (H16_B2326) [42], and PhaM (H16_A0141) [43] were recently identified as new granule-associated proteins, although the expression levels of their corresponding genes were observed to be very low. The weak expression level of *phaP5* in F26 markedly contradicted with a previous microarray analysis [22]; hence, further validation will be necessary.

*R. eutropha* possesses 5 PHA depolymerases with a DepA domain (*phaZ1-Z5*), 2 additional depolymerases with an LpqC domain (*phaZ6* and *phaZ7*) and 2 hydroxybutyrate oligomer hydrolases (*phaY1* and *phaY2*) that are considered to be involved in mobilization of P(3HB). 

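*phaZ4* (PHG178) had an RPKM of 1135 in F16, 495 in F26, and 110 in F36, and *phaY2* (H16_A1335) had 2149, 836, and 1600. *phaZ1* (H16_A1150) had 583, 2239, and 2202, and *phaZ6* (H16_B2073) had 743, 2895, and 1542. The former genes were 2.293-fold and 2.571-fold higher in F16 than in F26, and the latter 3.84-fold and 3.896-fold higher in F26 than in F16. These are differences between single libraries. Among the alternatives, scaling to the same sum of RPKM moved the ratios most, to 5.209 for *phaZ1* and 5.285 for *phaZ6*. The other depolymerase genes have no locus tag in the text and were not compared. The paper points out that these genes were expressed although none of the phases was a PHA utilization phase.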

Despite the cellular phases examined in the present study were not the PHA utilization phase, the expression levels of *phaZ4* (PHG178) and *phaY2* (H16_A1335) in the growth phase; and *phaZ1* (H16_A1150) and *phaZ6* (H16_B2073) in the PHA production phase were rather higher than those of others.

#### Transporters

Kaddor *et al*. demonstrated that the fructose-specific ABC-type transporter FrcACB, which is encoded within the sugar degradation gene cluster 1, was essential for the growth of *R. eutropha* H16 on fructose [44]. 

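All 7 genes of sugar degradation cluster 1, which includes *frcACB*, decreased from F16 to F26. Between H16_B1498 and H16_B1503 the RPKM values in F16 were 2713 to 5862, and those in F26 were 75 to 134. H16_B1499, with the largest F16/F26 ratio of the cluster at 65.13, went from 5862 to 90 and was 1107 in F36. The cluster had its median at 3871, 123, and 1194 in F16, F26, and F36 (no replicates). Under the alternative with the largest effect, equal sums of RPKM, the median F26/F16 ratio was 0.04695. The paper reasons that the low level of *frcACB* may still carry enough fructose for PHA biosynthesis, or that other transporters take part.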

We observed significant down-regulation of these genes in the PHA production phase compared with the growth phase, as described above (Figure 2 and Additional 1: Table S3). The weak expression level of *frcACB* may be sufficient to support an adequate carbon flux for PHA biosynthesis, or other transporters may have roles in this process. However, the resent microarray analysis reported up-regulation of the fructose transporter genes during nitrogen starvation [22]. *copP2* (H16_A3668), which encodes a putative copper uptake P-type ATPase; and *nosFD* (PHG249-PHG250), which encodes putative copper-specific ABC transporter subunits, were highly up-regulated in the growth phase along with *copDCBA* (H16_B2182-B2185) and *copZ* (H16_A3669) (Additional file 1: Table S3), which confer resistance to copper. 

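*copP2* (H16_A3668) had an RPKM of 8340 in F16 and 320 in F26, and *copZ* (H16_A3669) had 8485 in F16, 171 in F26, and 446 in F36. The *nosFD* genes PHG249 and PHG250 had 1038 and 1804 in F16, 20 and 38 in F26, and 15 and 28 in F36. The 4 genes *copDCBA* (H16_B2182-B2185) had medians of 8110.5, 187.5, and 87, and were 24.78 to 52.93-fold higher in F16 than in F26, a decrease that ranked 3 of 1921 windows of 4 genes on chromosome 2. The F16/F26 ratios of *copP2*, *copZ*, PHG249, and PHG250 were 26.06, 49.62, 51.9, and 47.47. No replicates were available, and the values of PHG249 and PHG250 in F26 were low enough that adding 10 to RPKM changed the F26/F16 ratio of PHG249 from 0.01927 to 0.02863. The paper relates the expression of these genes in F16 to the formation of copper-containing enzymes of the aerobic respiratory chain.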

The up-regulation of these genes was estimated to be due to formation of active copper-containing enzymes, such as cytochrome *c* oxidase, in an aerobic respiratory chain [45].

### ^13^CO_2_ Fixation into P(3HB) synthesized from fructose in the presence of NaH^13^CO_3_ by *R. eutropha* H16

It was not clear whether CBB cycle induced under the heterotrophic condition was actually functional in CO_2_ fixation; therefore, we examined the incorporation of ^13^C into P(3HB) synthesized by *R. eutropha* in the presence of NaH^13^CO_3_. First, the wild-type H16 strain was cultivated in a nutrient rich medium for cell growth, and P(3HB) biosynthesis was promoted in a nitrogen-free mineral salt medium that contained fructose with periodic additions of NaHCO_3_ (^12^C or ^13^C). It was confirmed that the cell growth was not occurring, but the P(3HB) content was increased from approximately 5 wt% to 50 wt% during the second stage. The abundance of ^13^C in the P(3HB) fraction after the addition of NaH^12^CO_3_ was determined to be 1.13% by gas chromatography–mass spectrometry analysis (GC-MS), which was the same as the natural ^13^C-abundance (Table 3). Notably, when NaH^13^CO_3_ was added to the medium, the abundance of ^13^C in P(3HB) increased to 2.22%. To elucidate the function of Rubisco(s) in ^13^CO_2_-fixation during the heterotrophic PHA production, we performed single and double deletions of the two sets of Rubisco genes [*cbbLS*_*c*_ (H16_B1394-B1395) in the *cbb*_*c*_ operon and *cbbLS*_*p*_ (PHG426-PHG427) in the *cbb*_*p*_ operon]. The recombinant strains were cultivated according to the same procedure and analyzed. The results showed that the abundance of ^13^C in P(3HB) was 1.25% within the double disruptant H16∆∆*cbbLS*. The slight increase from the natural ^13^C-abundance was assumed to be caused by anaplerotic carboxylation or other carboxylation reactions. The cultivation of another wild-type strain of *R. eutropha* JMP134, which lacks Rubisco and ribulose-5-phosphate kinase that are the two key enzymes in CBB cycle, also produced the same results as H16∆∆*cbbLS* (data not shown)*.* It was calculated that the wild-type H16 strain incorporated 8-fold more ^13^C into P(3HB) from NaH^13^CO_3_ when compared to H16∆∆*cbbLS*. The abundance of ^13^C- in P(3HB) synthesized by H16∆*cbbLS*_*c*_ and H16∆*cbbLS*_*p*_ were 1.81% and 2.11%, respectively, which were slightly lower than the abundance of ^13^C with H16 strain but higher than that with the double disruptant. Namely, both of the Rubiscos were involved in ^13^C-incorporation and were able to compensate for the lack of another enzyme to a considerable extent. The results indicated that, even in the heterotrophic condition on fructose, the transcriptionally activated CBB cycle was actually functional in CO_2_ fixation by *R. eutropha* H16. This was also supported by our recent detection of ribulose 1,5-bisphosphate, a key metabolite in CBB cycle, based on metabolomic analysis of *R. eutropha* H16 grown on fructose or octanoate [23].

**Table 3:** **Abundances of **^**13**^**C in P(3HB) synthesized by *R. eutropha *H16 and *cbbLS *disruptants on fructose with addition of NaH**^**13**^**CO**_**3**_^**a**^

***R. eutropha *strain**	**NaHCO**_**3 **_**added**^**b**^	**P(3HB) (wt%)**	^**13**^**C-Abundance in P(3HB)**^**c **^**(%)**	**Increase of **^**13**^**C in P(3HB) (mmol/g-P(3HB))**
H16	^12^C	53.6 ± 2.14	1.13 ± 0.0003	-
	^13^C	49.5 ± 4.39	2.22 ± 0.0025	0.42 ± 0.0016
H16∆*cbbLS*_*c*_	^12^C	52.1 ± 0.91	1.10 ± 0.0001	-
	^13^C	48.3 ± 1.41	1.81 ± 0.0013	0.27 ± 0.0007
H16∆*cbbLS*_*p*_	^12^C	50.0 ± 2.49	1.13 ± 0.0002	-
	^13^C	48.3 ± 2.48	2.11 ± 0.0022	0.38 ± 0.0012
H16∆∆*cbbLS*	^12^C	27.8 ± 0.17	1.11 ± 0.0003	-
	^13^C	30.0 ± 0.48	1.25 ± 0.0005	0.05 ± 0.0004

^a^P(3HB) biosynthesis was performed by 2-stage cultivation as described in the text.

^b^Added periodically during the second stage.

^c^Means of ^13^C/^12^C ratios calculated from isotopomer abundances of the three fragments (*m/z* 45, 87, and 103) derived from 3HB methyl ester.

## Conclusion

This study applied the RNA-seq technique to analyze the genome-wide transcriptional dynamics of PHA-producing *R. eutropha* H16. The mRNA enrichment using a commercially available probe specific to bacterial rRNA was incomplete for *R. eutropha* even after two repeated operations, but the greater depth of new sequencing technology could overcome this problem by giving sufficient numbers of reads from mRNA. A comparison of the transcriptomes detected several phase-depending changes in the expression of genes responsible for shifts in the physiological state of *R. eutropha* throughout cultivation on fructose. In the growth phase, there was high level induction of genes related to transcription, translation, cell division, peptidoglycan biosynthesis, pilus and flagella assembly, energy conservation, and fatty acid biosynthesis; while the genes related to central metabolism were repressed in the PHA production phase. Interestingly, the CBB cycle genes and several β-oxidation genes were transcriptionally activated in the PHA production phase compared with that in the growth phase, when fructose was supplied as the sole carbon source. We further found that ^13^CO_2_ was incorporated into P(3HB) when *R. eutropha* H16 was incubated in the fructose-containing medium in the presence of NaH^13^CO_3_. The incorporation of ^13^C was significantly reduced by the double disruption of both Rubisco genes, which demonstrated that the CO_2_ fixation was mediated by Rubisco, i.e., the transcriptionally activated CBB cycle was functional during heterotrophic PHA biosynthesis. To the best of our knowledge, this is the first report to demonstrate CO_2_ fixation into PHA under a heterotrophic condition. The results of our study will facilitate further metabolic engineering of *R. eutropha* for improved production of PHAs from non-fossil resources, such as the increased metabolic flux from sugars to PHA, the provision of mcl-(*R*)-3-hydroxyacyl-CoA monomers from sugars through lipid turnover, and fixation of CO_2_ into the polymer materials.

## Methods

### Cultivation, RNA isolation, and mRNA enrichment

*R. eutropha* wild strain H16 (DSM428) was cultivated in a 500 ml flask on a reciprocal shaker (115 strokes/min) at 30°C with 100 ml of a nitrogen-limited mineral salts (MB) medium, which was composed of 9 g/l Na_2_HPO_4_ · 12H_2_O, 1.5 g/l KH_2_PO_4_, 2.0 g/l NH_4_Cl, 0.2 g/l MgSO_4_ · 7H_2_O, and 1 ml/l trace element solution [46] in deionized water. A filter-sterilized solution of fructose was added to the medium at a final concentration of 20 g/L. When octanoate was used as a carbon source, 0.1% (w/v) of sodium octanoate (filter-sterilized) was added stepwise at 12 h intervals to avoid the toxic effects on cell growth.

The cells in 10 ml culture broth at 16, 26, and 36 h on fructose and 26 h on octanoate were harvested by centrifugation (1,400 *g*, 10 min, 4°C), and total RNA was isolated from the cell pellet by using RNeasy Midi Kit (Qiagen, Valencia, CA, USA). RNA eluted in 150 μl RNase-free water was treated with DNase I. 25–50 μg of the total RNA was then subjected to repeated treatment using RiboMinus Transcriptome Isolation Kit (Yeast and Bacteria) (Invitrogen, Carlsbad, CA, USA) for mRNA enrichment. Samples after the treatment were concentrated by ethanol precipitation and dissolved in 30 μl of RNase-free water. The removal of a large fraction of rRNA was confirmed by conventional agarose electrophoresis and ethidium bromide staining, and the quality and quantity of the enriched mRNA samples were assessed by 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### Library construction, sequencing, and data analysis

RNA-seq template libraries were constructed with 1 μg of the enriched mRNA samples using RNA-Seq Template Prep Kit (Illumina Inc., San Diego, CA, USA) according to the manufacturer's instructions. Deep sequencing was performed by Illumina GAIIx sequencer and 36 base-single end reads were generated.

The raw reads were mapped onto genome sequences of *R. eutropha* H16; NC_008313 (chromosome 1), NC_008314 (chromosome 2), NC_005241 (megaplasmid pHG1), using Burrows-Wheeler Aligner (BWA) [47]. The alignments with mismatch or mapped to the five rRNA regions of *R. eutropha* H16 (1806458–1811635, 3580380–3575211, and 3785717–3780548 on chromosome 1, and 174896–180063 and 867626–872793 on chromosome 2) were discarded, and the remaining reads were used as total reads. RPKM value (Reads Per Kilobase per Megabase of library size) [48] for each coding DNA sequence was calculated as a quantitative gene expression index by using custom Perl scripts. For multi-hit reads that did not aligned uniquely, the reciprocal number of the mapped loci was counted for the read. Analysis of variance (ANOVA) of the RPKM values obtained from the two replicates of the samples, and distributed visualization of the significantly changed genes in expression levels (*P* < 0.05) were performed by using MeV [49].

### PHA analysis

*R. eutropha* cells were harvested by centrifugation (5,000 *g*, 10 min, 4°C), washed with cold deionized water, centrifuged again, and then lyophilized. Cellular PHA contents were determined by gas chromatography (GC) after methanolysis of the dried cells in the presence of 15% (v/v) sulfuric acid in methanol, as described previously [46].

### Construction of disruption plasmids and strains

A plasmid pK18ms∆cbbLSc for deletion of *cbbLS*_*c*_ from chromosome 2 of *R. eutropha* H16 was constructed as below, and primers are listed in Additional file 1: Table S4. First, upstream and downstream regions (about 1 kbp) of *cbbLS*_*c*_ were individually amplified by PCR with genomic DNA of *R. eutropha* H16 as a template and primer sets of cbbLSc-up5’/cbbLSc-up3’ and cbbLSc-down5’/cbbLSc-down3’, respectively. The second PCR with the amplified fragments using cbbLSc-up5’/cbbLSc-down3’ primers gave a fused fragment of the upstream and downstream regions of *cbbLS*_*c*_. The resulting fragment was digested by EcoRI and HindIII and then ligated with pK18mobsacB [50] at the corresponding sites to obtain pK18ms∆cbbLSc. pK18ms∆cbbLSp for deletion of *cbbLS*_*p*_ from megaplasmid pHG1 was constructed in the same way using primer sets of cbbLSp-up5’/cbbLSp-up3’ and cbbLSp-down5’/cbbLSp-down3’.

Transconjugation of mobilizable plasmids from *E. coli* S17-1 to *R. eutropha* and isolation of strains generated by pop in-pop out recombination using the pK18mobsacB-based suicide plasmids were performed as described previously [13,14]. The strains H16∆*cbbLS*_*c*_, H16∆*cbbLS*_*p*_, and H16∆∆*cbbLS* were obtained by single deletion of *cbbLS*_*c*_ and *cbbLS*_*p*_, and double deletion of the genes in *R. eutropha* H16, respectively.

### Determination of the abundance of ^13^C in P(3HB)

Cultivation of *R. eutropha* strains H16, H16∆*cbbLS*_*c*_, H16∆*cbbLS*_*p*_, and H16∆∆*cbbLS* were done in a 500 ml flask on a reciprocal shaker (115 strokes/min) at 30°C. Firstly, the strains were cultivated in 100 ml of a nutrient rich medium composed of 10 g/l tryptone, 2 g/l yeast extract, and 1 g/l meat extract in tap water for 12 h. The grown cells in 50 ml of the culture broth were harvested, washed with a salt solution (9 g/l Na_2_HPO_4_ · 12H_2_O, 1.5 g/l KH_2_PO_4_ in deionized water), and then transferred into 100 ml of a nitrogen-free MB medium (pH6.5 adjusted with KH_2_PO_4_) containing 0.5% (w/v) fructose. The cells were further incubated for 24 h to promote P(3HB) biosynthesis. NaH^12^CO_3_ (1.08% ^13^C (natural abundance)) or NaH^13^CO_3_ (98% ^13^C) (Taiyo Nippon Sanso, Tokyo, Japan) was added to a final concentration of 5 mM periodically every 2.5 h during the second stage, taking into consideration loss of dissolved CO_2_ to the atmosphere.

The cells after the second stage cultivation were harvested, washed, and lyophilized as described above. The dried cells were subjected to methanolysis, and analyzed by GCMS-QC2010 system (Shimadzu, Kyoto, Japan) equipped with an InertCap 1 capillary column (ϕ0.25 mm, 30 m) (GL Science, Tokyo, Japan). ^13^C/^12^C ratios in the fragments of CH_3_–CH=OH^+^ (*m/z* 45), CH_3_–C(OH)H–CH_3_–C=O^+^ (*m/z* 87), and CH_3_–O–CO–CH_2_–CH=OH^+^ (*m/z* 103) derived from 3HB methyl ester were calculated from the respective isotopomer abundances, and the mean was referred as a abundance of ^13^C in the P(3HB) fraction.

### RNA-seq data accession number

The RNA-seq data used in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number of GSE47759.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RS carried out the experiments and data analyses, and wrote the manuscript. KC participated in the sample preparation and preliminary examination. YS carried out RNA-sequencing. IO and SN participated in the design and coordination of the study. TF designed the experiments and participated in the data processing and manuscript preparation. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Detection of phase-dependent transcriptomic changes and Rubisco-mediated CO**_**2 **_**fixation into poly(3-hydroxybutyrate) under heterotrophic condition in *Ralstonia eutropha *H16 based on RNA-seq and gene deletion analyses (Shimizu et al.). Figure S1.** Relative expression changes of *phaC1* determined by qRT-PCR using three primer sets for amplification and two inner control genes for quantification. Square, amplification of the central region (primers: phaC1-5’-Cent/phaC1-3’-Cent); diamond, amplification of the *N*-terminal region (phaC1-5’-N/phaC1-3’-N); circle, amplification of the *C*-terminal region (phaC1-5’-C/phaC1-3’-C). Open symbols, *bfr2* inner control; closed symbols, 16SrRNA inner control. Materials and Methods for qRT-PCR. **Figure S2.** Correlation of expression ratios from RNA-seq and qRT-PCR in F26. The best-fit linear regression curve is shown with the correlation coefficient (R^2^). Closed circle, *dapA1* (primers: dapA1-5’/dapA1-3’); closed square, *phaC1* (phaC1-5’-Cent/phaC1-3’-Cent); closed triangle, *cbbL* (cbbL-5’/cbbL-3’); closed diamond, *bfr2* (bfr2-5’/bfr2-3’). The primer sequences are listed in Table S4, and qRT-PCR was performed as described in the legend of Figure S1. **Table S1.** Highly transcribed genes in *R. euttopha* H16 during the growth on fructose.a. **Table S2.** Highly up-regulated genes in F26 to F16. **Table S3.** Highly down-regulated genes in F26 to F16. **Table S4.** Primers used in this study. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

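RNA of *R. eutropha* H16 was measured in 3 samples cultivated on fructose, F16 (growth phase, 16 h), F26 (PHA production phase, 26 h), and F36 (stationary phase, 36 h), with 1 sample per phase and no biological replicate. The octanoate sample O26, the qRT-PCR measurements, and the 13C measurements were not in the files analysed here. The samples were assigned to phases by their labels, which give the harvest time and the phase. The paper gives 2.0% fructose and the labels 0.5%, which did not affect the assignment.

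The files held 1 line per gene with its locus tag, an expression score, and a P value. Each score is an RPKM that the authors calculated with custom scripts and rounded to whole numbers before the files were deposited. According to the paper, single-end reads from the Illumina Genome Analyzer IIx were mapped with BWA (no version is given) to the 3 replicons, alignments with a mismatch or within the rRNA regions were discarded, and reads with several hits were counted as the reciprocal of the number of loci. The P value is that of the ANOVA by which the authors compared the RPKM values of 2 technical runs per sample in MeV, as deposited, and it was the same in all 3 files. The files held the runs merged, and the paper gives neither the way in which they were merged nor whether O26 was part of the ANOVA. Of 6635 genes in the paper, 5553 were listed, which are those past the P threshold of 0.05 in the paper, and the others were not in the files analysed here.

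Fold changes of genes were plain ratios of RPKM, and a gene set was summarized by the median over its listed genes. A gene was counted as changed when RPKM plus a pseudocount of 1 differed at least 2-fold between phases. The median log2 ratio of a set was ranked among all windows of as many consecutive listed genes on the same replicon. Phases were compared across genes by Pearson's r of RPKM. No test across samples was carried out, since a comparison of single samples has no estimate of the spread between cultures. The P values of the authors were counted at several thresholds and adjusted by the Benjamini-Hochberg and Bonferroni methods, but were not used as evidence for a difference between phases. No batch or other covariate could be modelled. RPKM under 250 was called weak, a limit that the paper uses for its non-significant genes. The paper also calls some genes above this limit weak, such as *pyc*.

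The genes named in the text were those that the paper names at the sentence concerned, the 10 genes with the highest RPKM in each phase, and the 10 genes with the largest increase and the 10 with the largest decrease in F26/F16 among genes with RPKM of at least 250 in the higher phase. This rule, the samples, the comparisons, and all alternatives were written down before the processed files arrived, and no alternative was added later. The alternatives were pseudocounts of 0.1 and 10, ratios of RPKM + 1 and RPKM + 10, filters on RPKM of at least 10 or 250 in at least 1 phase, size factors from the median of ratios, rescaling of each phase to a sum of 1000000, quantile normalization, a 3-fold threshold, an RPKM threshold of 10,000 in place of 20,000, correlation on the log2 scale or by Spearman's rho, correlation without the 20 highest genes or on each replicon alone, the geometric mean in place of the median, and windows on all replicons. A ratio was regarded as moved when it changed by at least 1.5-fold, and a correlation when it changed by more than 0.1.

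The depth behind a value is unknown, because the files gave neither read counts nor gene lengths and no genome came with them. The precision of a single RPKM could therefore not be calculated. Rounding to whole numbers matters only for the lowest values, and the lowest RPKM was 10 in F16, 3 in F26, and 0 in F36, where 1 gene had RPKM 0. Genes without a locus tag in the paper, such as *phaP3* and the depolymerase genes other than those compared, were left out, and operons that the paper names only by gene name were left out for the same reason.

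The calculations were done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, the plots with matplotlib 3.10.9, and the colours of Figure 4 were read with Pillow 12.0.0. The scripts were tested on simulated data with 200 genes changed 4-fold and a window of 12 changed neighbouring genes. They recovered 100% of the changed genes, called 0 unchanged genes changed, and ranked the changed window 1 of 1913. The simulated noise was small beside the 4-fold change, and the lowest values were raised beforehand. The simulation thus checked the calculation and gives no error rate for the 2-fold counts in the real data.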

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

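The files were searched for runs of at least 10 consecutive listed genes that all changed at least 4-fold in the same direction between 2 phases and of which the paper names none. There were 10 such runs, several of them overlapping. On chromosome 1, H16_A1600-A1610 (11 genes) was higher in F36 than in F16 by a median log2 ratio of 3.617, with median RPKM of 51 in F16 and 473 in F36. On chromosome 2, H16_B1546-B1568 (22 genes) rose by a log2 ratio of 3.051 between the same phases, from 28.5 to 433. H16_B2414-B2424 (11 genes) was lower in F26 than in F16, with a log2 ratio of -3.52 and median RPKM of 452 and 41, and its first 10 genes, H16_B2414-B2423, stayed low in F36, with -3.361 relative to F16. On pHG1, PHG064-PHG079 (16 genes) had a log2 ratio of 4.019 in F36/F16, from 95.5 to 1544, and with PHG080 added one of 3.295 in F36/F26. PHG209-PHG220 (12 genes) had 4.269 in F36/F16, from 49 to 791.5. PHG306-PHG316 (11 genes) had -2.838 in F26/F16, with medians of 377, 47, and 251 in F16, F26, and F36. PHG342-PHG358 (17 genes) had -4.036 in F26/F16, from 511 to 25, and 14 of its genes, PHG345-PHG358, had -3.626 in F36/F16.

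Several technical explanations of these runs were examined. For the normalization, the median log2 change of every run stayed at 2.426 or more in absolute value under size factors, equal sums, and quantile normalization. For values near the floor, the median RPKM in the higher phase was at least 377, but this does not rule out a floor effect, which would act through the lower phase, where the medians were from 25 to 173. With 10 added to RPKM, the median log2 change of every run was still at least 2.493 in absolute value, a test chosen, with its prediction, only after these values were seen. The counting error of the low values themselves could not be calculated, because the depth is unknown. For the gene order, the genes were shuffled within each replicon, and 0 of 100 shuffles gave a run of at least 10 genes. The predictions for the normalization, the RPKM in the higher phase, and the gene order were written before those tests were run. There was 1 library per phase, however, so that a change with the phase cannot be told apart from a difference between single cultures or libraries, a prediction that was written only after the runs were seen. Reads shared with other loci and differences of the strain from the reference could not be tested without a genome. Joint regulation of neighbouring genes with the growth phase is therefore only a hypothesis for these runs, found in the same data. No function of the genes was examined, because no annotation came with the files.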

How the results depend on the processing

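Of 213 results, 174 were regarded as unchanged under every alternative run for them, a ratio changing by less than 1.5-fold. Ratios near 1 could cross 1 within this limit, such as that of *odhABL*, from 0.9148 to 1.241 with equal sums. The ratio of *phaC1*-*A*-*B1* also crossed 1 under some alternatives. Rankings among windows were rerun only with windows on all replicons. This leaves the ratio of a set as it was and cannot test its direction. Of the 1014 values calculated under an alternative, 48 moved. Many of these values could hardly move. The filter on RPKM of at least 10 left every ratio of a set as it was, and adding 1 to RPKM barely changes the ratio of a highly expressed gene. The rank of *phaP1* was only repeated. The counts of unchanged results therefore overstate how far the results were tested. Among the 120 ratios of single genes, 19 moved, 11 of them under quantile normalization and 8 when 10 was added to RPKM.

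The numbers of changed genes depended on the threshold and on the scale. With a 3-fold threshold, 823 genes were up and 832 down in F26/F16 (1400 and 1488 with the 2-fold threshold), 595 up and 627 down in F36/F26 (1242 and 1109), and 915 up and 926 down in F36/F16 (1525 and 1419). With each phase rescaled to a sum of 1000000, 1862 genes were up and 908 down in F26/F16, 1714 up and 775 down in F36/F26, and 2492 up and 797 down in F36/F16. This rescaling raises F26 and F36 relative to F16, because 81 genes exceeded 20,000 in F16 against 16 in F36, and the sum of RPKM was 1.289 times the mean of the phases in F16 and 0.761 times in F36. Size factors from the median of ratios over 5490 genes were 0.9776, 0.9332, and 1.034. They gave 1460 genes up and 1397 down in F26/F16, 1048 up and 1282 down in F36/F26, and 1431 up and 1505 down in F36/F16. These counts moved less than 1.5-fold, but the direction with more genes was reversed in every pair. The threshold of 10,000 gave 222 highly expressed genes in place of 112.

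The correlation between phases also depended on the scale. For F16-F26, F26-F36, and F16-F36, Pearson's r was 0.7053, 0.7671, and 0.648 on log2(RPKM + 1) and Spearman's rho was 0.6866, 0.7465, and 0.6445, against 0.5322, 0.4954, and 0.3006 on RPKM, where the highest genes weigh most. On chromosome 2 alone, r of RPKM was 0.6454 for F16-F26, 0.5401 for F26-F36, and 0.4878 for F16-F36, and on pHG1 alone it was 0.6453, 0.4521, and 0.5436, so that F16 and F26 remained the nearest pair there. Most of the genes above 20,000 are on chromosome 1, which these settings leave out.

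Among the gene sets, quantile normalization moved F26/F16 of cluster H to 0.1583 (from 0.1006), of cluster I to 0.2281 (from 0.1379), and of *phaC1*-*A*-*B1* to 1.392 (from 0.6925), and F36/F26 of cluster N to 2.544 (from 1.489). The upper end of the distribution, which is higher in F16 than in the other phases, may account for these shifts, but this was not tested. Quantile normalization also changed ratios with a very low value in 1 phase, such as that of H16_A1954 from 294.2 to 438.3. The geometric mean over the genes gave 121.3 for cluster K (from 183.7), where the genes differ widely in their ratio, and 1.153 for *phaC1*-*A*-*B1*. With 10 added to RPKM, the ratios of *flg* (0.05919 from 0.03926) and of the *fli* clusters (0.134 from 0.08696 and 0.07581 from 0.04982) moved toward 1, since these genes were close to the lower end of the values in F26. Compared with windows on all replicons, the share of windows that changed as much as cluster C in F26/F16 rose from 0.04753 to 0.0614, and that for the *cbb*_*c*_ operon fell from 0.06119 to 0.04459, since the windows of the other replicons then enter the comparison. Both shares crossed 0.05, but they are descriptive and this limit is not a test.

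Some alternatives could not be run. Restricting the genes to those with unique sequence was not possible, since no genome came with the files, and leaving out either technical run was not possible, since the runs were merged. The unknown depth limits all ratios with a low value in 1 phase, such as those of cluster K and of the *flg* and *fli* genes, to which no counting error can be attached.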

Differences from the paper's values

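None of the values that the paper states for the genes and gene sets compared here differed by more than 1.5-fold from those in the files, under the main setting. Some directions or rankings that the paper states were different in the files. The paper places *pdhA1* (H16_A1374) among the genes induced in growth, whereas its RPKM was 4081 in F16, 1146 in F26, and 6310 in F36, highest in F36. Table 2 assigns cluster G (H16_A3268-A3282) to growth, whereas its median RPKM was 3687 in F16, 2645 in F26, and 3750 in F36. The paper describes a decreasing trend of the ED pathway genes in PHA production. The 5 genes *glk*, *zwf3*, *pgl*, *edd2*, and *eda* had a median F26/F16 ratio of 1.028, with ratios from 0.4172 to 4.791. Sugar degradation cluster 1, which Table 2 of the paper also lists under the ED pathway, did decrease, with a median ratio of 0.03462. Whether this trend differs from the paper thus depends on the genes counted for the pathway. In Figure 4, the row of *accA1* is at the low end of the colour bar in every phase, whereas its RPKM was 5578 in F16 and 2159 in F36, and the paper's text describes the gene as expressed in the growth phase.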

Other observations

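The correlation of phases on RPKM placed F16 and F26 nearest to each other, and that on log2(RPKM + 1) placed F26 and F36 nearest. A few highly expressed genes were examined as the reason, with a prediction made before the test. Without the 20 genes with the highest RPKM, Pearson's r on RPKM of F26-F36 was higher than that of F16-F26 by 0.09874 (0.5363 and 0.4376), so that removing them changed the nearest pair. On chromosome 2 and pHG1 alone, however, which hold 16 and 5 of the 112 genes above 20,000, F16 and F26 remained the nearest pair on RPKM, with r of 0.6454 against 0.5401 for F26-F36 on chromosome 2 and 0.6453 against 0.4521 on pHG1. These replicons cannot decide the question, because they still hold highly expressed genes. Within them, r was not calculated without such genes or on the log2 scale. A few highly expressed genes thus remain a candidate reason for all or a part of the difference between the scales.

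In growing cells, genes near the replication origin could have more copies, which would raise their RPKM in F16 relative to F36. The prediction, written before the test, was that log2 of F16/F36 would then fall with the distance in genes from the first locus tag of a chromosome, more than in circular shifts of the gene order. For chromosome 1, Spearman's rho was -0.04945, and 843 of 3256 shifts gave as low a value. Without clusters H and I, rho was -0.02897, and 1326 of 3213 shifts were as low. For chromosome 2, rho was -0.1348, and 268 of 1924 shifts were as low. The data thus gave no evidence of a dosage effect on either chromosome.

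Within both *cbb* operons, the F26/F16 ratio was larger for lower gene numbers, that is, toward H16_B1383 and PHG416. Spearman's rho of the ratio with gene order was -0.7473 for the 13 genes of *cbb*_*c*_ and -0.6853 for the 12 genes of *cbb*_*p*_, and the larger permutation p of the 2 operons was 0.01671 over 100000 resamples. The permutation treats the genes as independent, whereas neighbours in an operon had similar ratios, such as 1.953 for H16_B1391 and 2.412 for H16_B1392. This p may therefore overstate the evidence for a trend. The ratios of paired genes of the operons correlated with rho of 0.986. Reads shared between the copies could therefore give both operons the same trend, and the operons cannot be regarded as independent. These predictions were made only after the values were seen. The trend remains a hypothesis, since shared reads could not be tested without a genome and each phase had a single library.

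The colours of Figure 4 were read from the image for the acetyl-CoA carboxylase rows and compared with the RPKM in the files, after the rows had been seen to differ. The mean absolute log2 difference was 2.832 with the labels as printed and 0.09174 with the labels moved by one row, and it was 0.1293 for control rows of the thiolase genes. A candidate explanation is that the labels of these rows are out of step with the colours in the figure.

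The sums of RPKM, 9141693 in F16, 6740349 in F26, and 5398341 in F36, were compared with the scale of the values. If RPKM had been calculated per number of reads outside the rRNA regions, with every read in a listed gene, the RPKM-weighted mean length of a gene could be at most 109.4 bases in F16, 148.4 in F26, and 185.2 in F36, which is short for a coding sequence, where a length of at least 300 had been set as the criterion after the sums were seen. The reads used as the library size may therefore have been a different number. Ratios between phases contain any such factor, whereas the comparison of genes within a phase does not.

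The number of genes past the P threshold of the authors was examined through the coefficient of variation between technical runs that their ANOVA P values imply for 3 samples with 2 runs each. Its median was 4.215%, 11.61% for 322 genes with mean RPKM under 50 and 1.164% for 664 genes with mean RPKM of at least 2000. It fell with RPKM with a log-log slope of -0.4578, close to the slope that counting error would give. Only genes past the threshold were listed, however, and 3 samples in the ANOVA were assumed, so that the slope cannot establish the cause. Whether the octanoate sample was in the ANOVA could not be decided: of 20 genes with nearly equal RPKM in the 3 phases, 9 had a P value of the authors under 0.01. Both predictions were made after the number of genes had been seen. The P values may thus reflect counting error between runs of the same library, and they carry no information on the variation between cultures.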
